# Impact of Aerobic Training on Transcriptomic Changes in Skeletal Muscle of Rats with Cardiac Cachexia

**DOI:** 10.3390/ijms26136525

**Published:** 2025-07-07

**Authors:** Daniela Sayuri Inoue, Quinten W. Pigg, Dillon R. Harris, Dongmei Zhang, Devon J. Boland, Mariana Janini Gomes

**Keywords:** pulmonary arterial hypertension, exercise, metabolism, muscular remodeling, transcriptome

## Abstract

Cardiac cachexia (CC) is an advanced stage of heart failure (HF) characterized by structural and functional abnormalities in skeletal muscle, leading to muscle loss. Aerobic training provides benefits; however, the underlying molecular mechanisms remain poorly understood. This study aimed to investigate the therapeutic effects of aerobic training on transcriptomic alterations associated with disease progression in cachectic skeletal muscle. HF was induced in male Wistar rats by a single monocrotaline injection (60 mg/Kg). Aerobic training consisted of 30 min treadmill running at ~55% of maximal capacity, 5×/week for 4 weeks. Assessments included body mass, right ventricle mass, skeletal muscle fiber size and exercise tolerance. RNA-seq analysis was performed on the medial gastrocnemius muscle. Sedentary cachectic rats exhibited 114 differentially expressed genes (DEGs) while exercised cachectic rats had only 18 DEGs. Enrichment pathways analyses and weighted gene co-expression network analysis (WGCNA) identified potential key genes involved in disrupted lipid metabolism in sedentary cachectic rats, which were not observed in the exercised cachectic rats. Validation of DEGs related to lipid metabolism confirmed that *Dgat2* gene expression was modulated by aerobic training in CC rats. These findings suggest that aerobic training mitigates transcriptional alterations related to lipid metabolism in rats with CC, highlighting its therapeutic potential.

## 1. Introduction

Abnormalities in skeletal muscle structure as well as function are common in several diseases, including chronic heart failure (HF). However, in the advanced stages of HF, excessive muscle wasting and concomitant strength loss—referred to as cardiac cachexia (CC)—can occur, affecting up to 15% of HF patients [1]. CC is associated with a significant decline in quality of life and a high annual mortality rate of 20–40% [2]. Given the persistently high number of HF cases [3] and projections estimating the prevalence of HF to reach 11.4 million by 2050 [4], improving the prognosis and treatment for CC is imperative.

Exercise intolerance is a recognized symptom of CC [1], and the underlying pathophysiological mechanisms include inflammation, hypoxemia and both metabolic and mitochondrial dysfunction in skeletal muscle [5,6]. Treatment for CC typically involves a multidisciplinary approach, with regular aerobic training as a core therapeutic prescription [7]. Both the American Heart Association and the American College of Cardiology recognize that exercise training can produce greater benefits in physical capacity than some pharmacological strategies for HF treatment [8]. More specifically, aerobic training is touted to offer a range of benefits, including anti-inflammatory, cardiovascular, and antioxidant effects, as well as enhanced metabolic responses which may be especially pronounced in skeletal muscle [9]. This heightened response is likely due to the greater plasticity of skeletal muscle compared to cardiac muscle [8,9] highlighting the critical role of exercise training in mitigating the symptoms of CC.

Despite current treatment strategies, the effectiveness of interventions for CC remains limited, and further improvement is needed to reduce its prevalence, lower mortality risk, and enhance patients’ quality of life. As a complex and multifaceted disease [10], many of the molecular mechanisms underlying CC remain unclear or unknown, posing a challenge to the development of more effective therapies. Alterations at the gene expression level may provide valuable insights into skeletal muscle remodeling as a consequence of HF [11,12]. For example, Moraes et al. [12] reported altered expression of genes related to muscle fiber regeneration and extracellular matrix remodeling in predominantly oxidative muscle fibers of rats with pulmonary arterial hypertension. Similarly, Yegorova et al. [11] identified gene network alterations related to muscle structure and energy metabolism in the diaphragm of rats with myocardial infarction.

CC and its impact on skeletal muscle have been extensively studied, specifically in the context of exercise interventions. Prior research has established the general benefits of aerobic training on muscle preservation and functional outcomes in HF models [9,13]. However, the molecular mechanisms—particularly at the transcriptomic level—remain poorly defined. Our study addresses this gap by combining functional and morphological assessments with comprehensive RNA sequencing and bioinformatics to identify key transcriptional changes in response to disease and exercise. The purpose of this study was to investigate the therapeutic effects of aerobic training on transcriptomic alterations associated with disease progression in cachectic skeletal muscle. We hypothesized that aerobic training would mitigate the HF-induced transcriptional alterations linked to CC. By investigating training-responsive targets, our study provides new insights into molecular mechanisms that may underlie the therapeutic benefits of exercise in CC.

Our main findings indicate that aerobic training has a protective effect at the transcriptional level. This effect appears to be associated with the expression of key hub genes related to muscle remodeling, lipid metabolism, and mitochondrial function, which were genes found altered in the untrained condition only. While the benefits of aerobic training as part of HF interventions are well documented, the novelty of this study lies in identifying potential new target genes and signaling pathways involved in the effects of aerobic training on CC. Our results lay the groundwork for future studies aimed at elucidating the underlying mechanisms and validating these findings at the protein level to improve both non-pharmacological and pharmacological therapies for CC. Moreover, comparative research examining alternative training protocols and durations may further optimize exercise-based interventions for this condition.

## 2. Results

### 2.1. Characterization of Right Ventricle Remodeling and Cardiac Cachexia Indicators

Figure 1a summarizes the experimental design. At the end of the experiment, the control sedentary group (Sed) contained all initial nine animals, while one animal from the control exercise group (Ex) was excluded due to refusal to exercise, resulting in eight animals. In the cardiac cachexia sedentary group (CC-Sed), 4 animals died during the experiment, and 1 was excluded post-mortem for not exhibiting right ventricle (RV) remodeling. Similarly, three animals in the cardiac cachexia exercise group (CC-Ex) died, and one was excluded due to the absence of RV hypertrophy. Animal morphometrics are shown in Table 1 and Figure 2. Both groups injected with monocrotaline showed signs of HF-induced CC, as evidenced by RV hypertrophy, decrease in body mass and reduction in skeletal muscle (medial gastrocnemius) size (Figure 2). Additionally, we assessed exercise intolerance in rats, the primary and most debilitating symptom of HF (Table 1).

### 2.2. Differential Gene Expression Analysis Identified a Larger Transcriptome Shift in the Sedentary CC Group

To explore the molecular mechanisms contributing to exercise intolerance and skeletal muscle atrophy in our rat model of CC, we performed RNA sequencing (RNA-seq) analysis to examine the transcriptomic profile of the medial gastrocnemius muscle in both sedentary and exercised CC rats. 

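Gene expression estimates from the medial gastrocnemius were analysed for 24 rats, 6 in each of the 4 groups (Sed, Ex, CC-Sed and CC-Ex), with each animal as 1 library. The authors quantified the reads with Salmon and summed the transcript estimates to genes. The deposited table holds these estimated counts as whole numbers for 10851 genes, none with fewer than 10 counts in any animal. Total counts per animal lay between 37816239 and 50350554, with a median of 42891611. Medians by group were 42630217.5 in Sed, 42201053 in Ex, 39872269 in CC-Sed and 44820247 in CC-Ex. The totals were not detectably different between Sed and CC-Sed (two-sided exact permutation p = 0.526) or between Ex and CC-Ex (two-sided exact permutation p = 0.340). In each animal, the 10 genes with the highest counts held between 24.8% and 34.4% of all counts. No pair of libraries was as similar as repeated sequencing of the same library would be, with a chi-square per degree of freedom of at least 28.1. The first principal component of the log2 CPM (counts scaled by TMM library size) held 39.7% of the variance. Its mean was 38.5 units higher in CC-Sed than in Sed and 37.4 units higher in CC-Ex than in Ex (two-sided exact permutation p = 0.00433 for each). Among the CC-Ex rats, replicate 5 lay apart from the others on this component, at 96.5 units.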

The gastrocnemius muscle was chosen because it contains more type II (fast-twitch) muscle fibers, which are the fibers more vulnerable to chronic conditions, such as cardiac cachexia [13,14,15]. 

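Differential expression was tested with the quasi-likelihood F test of edgeR, after TMM normalization, in a single model of all 24 animals in which the groups share the estimate of spread. A gene was counted as a DEG with a Benjamini-Hochberg adjusted p-value under 0.05 and a Log2FC of at least 1 in size. All 10851 genes passed the low-count filter and were tested. The training-dependent part of the CC effect was tested as the difference between the effects of CC in sedentary and in exercised rats (the interaction). The median biological coefficient of variation, fitted in each group alone, was 0.165 in Sed, 0.163 in Ex, 0.251 in CC-Sed and 0.298 in CC-Ex.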

To investigate the training dependent-effects of CC on the gastrocnemius muscle, two comparisons were made: Control Sedentary × CC sedentary (Sed vs. CC-Sed) and Control Exercised × CC exercised (Ex vs. CC-Ex).

A distinct transcriptomic shift was observed in the gastrocnemius muscle of CC-Sed rats, with 131 genes upregulated and 14 genes downregulated compared to Sed group. In contrast, the transcriptomic signature in exercised CC-Ex rats compared to Ex was more modest, with only 16 genes upregulated and 2 genes downregulated (Figure 1b,c). 

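The comparison between Sed and CC-Sed gave 150 upregulated and 53 downregulated DEGs, 203 in total. Before adjustment, 3083 genes had a p-value under 0.05. The smallest edgeR adjusted p-value was 1.98e-04, for Acer2, with a Log2FC of 2.17 (standard error 0.259) and higher values than the Sed median in 6 of 6 CC-Sed rats. Among the Sed rats, replicate 1 was far above the others for Acer2, and among the CC-Sed rats replicate 4 was far below. Of the alternatives tried, dropping the Log2FC minimum added the most genes to the count, which rose to 701. In the 12 fits that each left out 1 rat, the count lay between 73 (without CC-Sed replicate 6) and 404 (without CC-Sed replicate 4).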

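In the comparison between Ex and CC-Ex, 48 genes were upregulated and 9 downregulated, 57 DEGs in total, and 2448 genes had an unadjusted p-value under 0.05. This count depended on single rats and on the model. It fell to 2 DEGs when 1 Ex rat was left out (replicate 2, 3, 4, 5 or 6) and rose to 251 without CC-Ex replicate 4. With the replicate numbers of the labels as a block, 1 gene was a DEG. The expression residuals of same-numbered Ex and CC-Ex rats had a mean correlation of -0.17, so that these numbers do not pair similar animals. With only the 12 exercised rats in the model, there was also 1 DEG. No gene had an adjusted p-value under 0.05 for the interaction, where 154 genes had an unadjusted p-value under 0.05. Across the 10851 genes, which are not independent replicates, the Log2FC values of the sedentary and exercised comparisons had a Pearson correlation of 0.797.

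**Figure D1:**
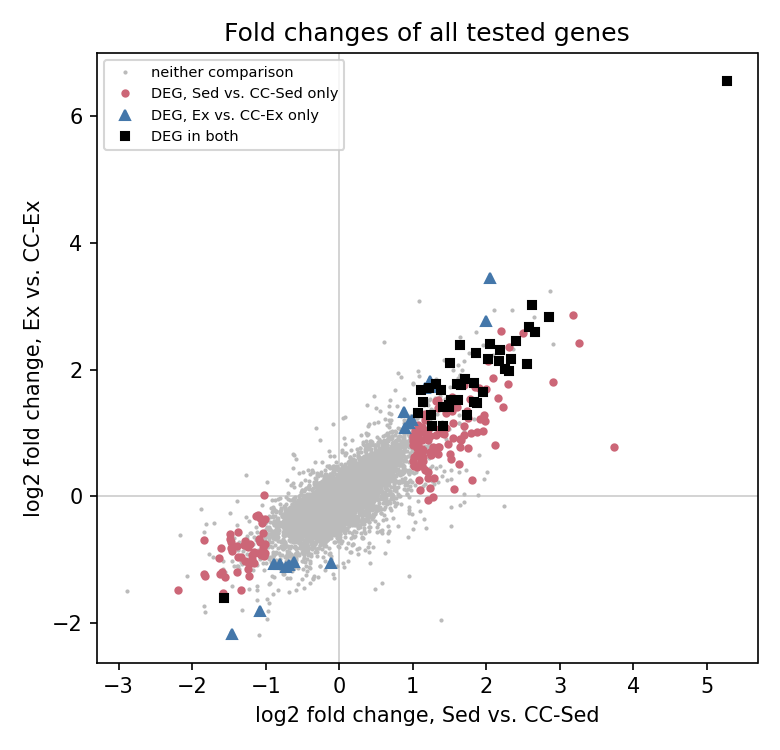
Log2FC of each gene in Sed vs. CC-Sed (x axis) and in Ex vs. CC-Ex (y axis), 1 point per gene, with 6 rats in each group. The points spread along the rising diagonal, with a Pearson correlation of 0.797 across the 10851 genes.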

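A total of 40 genes were DEGs in both comparisons, 39 upregulated and 1 downregulated, and 17 DEGs were found only in the exercised comparison. The shared genes included Acer2, Inhbb, Glul, Prodh, Vwf, Acad11, Fbxo32, Ddit4 and Mt2A. Inhbb had a Log2FC of 2.03 in sedentary rats (edgeR adjusted p = 0.00287) and of 2.17 in exercised rats (edgeR adjusted p = 0.00717), and remained a DEG in each of the 12 fits per comparison that left out 1 rat. None of the hemoglobin genes Hbb, Hba-a1 and Hba-a3 was among the shared DEGs. Their unadjusted p-values were under 0.05 in the exercised comparison only.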

Thirteen overlapping differentially expressed genes (DEGs) between the two comparisons were associated with gas transport (Table 2).

The top five upregulated and downregulated transcripts in the gastrocnemius muscle, based on Log2-fold change (Log2FC) and a *p*-value threshold of 0.05, for both sedentary (Sed vs. CC-Sed) and exercised (Ex vs. CC-Ex) comparisons, are shown in Table 3. 

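The largest Log2FC among the upregulated DEGs was that of Mt2A in both comparisons, at 5.28 in Sed vs. CC-Sed (standard error 1.37, edgeR adjusted p = 0.0286) and 6.56 in Ex vs. CC-Ex (standard error 1.46, edgeR adjusted p = 0.0342). It was a DEG in 6 of the 12 sedentary fits that left out 1 rat and in 4 of the 12 exercised fits, where its Log2FC was 3.09 without CC-Ex replicate 5. Its expression in CC rats was uneven, from 1.67 to 337.9 CPM in CC-Sed and from 1.59 to 1295 CPM in CC-Ex. Ddit4 was a DEG in both comparisons as well, with Log2FC values of 2.85 and 2.83. It remained a DEG in 12 of the 12 sedentary fits that left out 1 rat and in 4 of the 12 exercised fits. The largest decrease in the exercised comparison was that of Tfrc, with a Log2FC of -2.17 (standard error 0.50, edgeR adjusted p = 0.0377) and lower values than the Ex median in 6 of 6 CC-Ex rats. Tfrc remained a DEG in 2 of the 12 exercised fits that left out 1 rat, with a Log2FC from -2.48 to -1.95. In sedentary rats the Log2FC of Tfrc was -1.45 (edgeR adjusted p = 0.0684). There it was a DEG with DESeq2 (-1.46, adjusted p = 0.0255), with the replicate block (-1.895, adjusted p = 0.0316) and with limma-voom (-2.15, adjusted p = 0.00155). It was also a sedentary DEG in 1 of the 12 fits that left out 1 rat. A decrease in exercised rats alone is therefore not shown.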

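Nr4a3 rose from a mean of 3.79 CPM (SD 1.69) in Sed to 50.4 CPM (SD 42.4) in CC-Sed, a Log2FC of 3.73 (standard error 0.764, edgeR adjusted p = 0.0116), and 5 of 6 CC-Sed rats were above the Sed median. The slow-fibre genes Tnnc1, Tpm3, Tnni1 and Myl3 varied widely between animals of the same group, as did Nr4a3 in CC-Sed (1.85 to 117.5 CPM). Tnnc1 ranged from 6.62 to 311.3 CPM in Sed and from 9.32 to 1111 CPM in CC-Sed, and its Log2FC was 2.01 (standard error 1.32, edgeR adjusted p = 0.318). Tpm3 had a Log2FC of 1.97 (edgeR adjusted p = 0.248), Myl3 of 1.70 (edgeR adjusted p = 0.325) and Tnni1 of 1.64 (edgeR adjusted p = 0.391). For each of these 4 genes, 4 of 6 CC-Sed rats were above the Sed median, and the increase was within the spread between animals.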

The most upregulated genes in the CC-Sed group were associated with muscle structure tissue (*Tnnc1*, *Tpm3*, *Tnni1*, and *Myl3*) and cell proliferation and metabolism (*Nr4a3*). 

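Among 5 genes of the downregulated group, Slc25a30 fell from a mean of 29.3 CPM in Sed to 8.21 CPM in CC-Sed (Log2FC -1.84, edgeR adjusted p = 0.0138) and Bhlhe41 from 13.0 to 4.31 CPM (Log2FC -1.59, edgeR adjusted p = 0.0236). For both, 6 of 6 CC-Sed rats were below the Sed median. In exercised rats neither was a DEG with the model of the 4 groups. There DESeq2 called Slc25a30 (-1.209, adjusted p = 0.0389) and Bhlhe41 (-1.17, adjusted p = 0.0437). Limma-voom (-1.602 and -1.485) and the fit without CC-Ex replicate 4 also called both, and the remaining alternatives did not. A decrease in sedentary rats alone is therefore not shown. The sedentary Log2FC was -0.63 for Tnfrsf21 (edgeR adjusted p = 0.363), -0.30 for Map3k14 (edgeR adjusted p = 0.668) and -0.13 for Runx1 (edgeR adjusted p = 0.920). Map3k14 was raised in a single Sed rat, replicate 5, at 34.7 CPM, and without that rat its Log2FC changed sign, to 0.0801.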

The most downregulated genes in CC-Sed are involved in cellular signaling and regulation. In contrast, the comparison between the exercised groups revealed the top four upregulated genes in CC-Ex rats to be associated with gas transport. Moreover, these top five upregulated DEGs (*Hbb*, *Hba-a1*, *Hba-a3*, *Aqp4*, and *Prodh*) in exercised groups are shared with the sedentary groups and not an exclusive signature of the CC-Ex group. 

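The hemoglobin genes were higher on average in CC-Ex than in Ex, by a Log2FC of 1.53 for Hbb, 1.43 for Hba-a1 and 1.40 for Hba-a3. The edgeR adjusted p-values were 0.129, 0.132 and 0.146, respectively. Of the 6 CC-Ex rats, 5 were above the Ex median for each gene. The spread was wide, as Hbb ranged from 37.9 to 85.2 CPM in Ex and from 13.2 to 425.3 CPM in CC-Ex, and the two-sided exact permutation p-value was 0.240 for Hbb.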

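In the sedentary comparison, the Log2FC was 0.69 for Hbb (edgeR adjusted p = 0.418), 0.68 for Hba-a1 (edgeR adjusted p = 0.400) and 0.50 for Hba-a3 (edgeR adjusted p = 0.558), and 3 of 6 CC-Sed rats were above the Sed median for each of them. Among the Sed rats, replicate 5 was far below the others for these 3 genes. Hba-a3 changed direction, to a Log2FC of -0.0298, without CC-Sed replicate 4. For Aqp4, the Log2FC was 0.69 (standard error 0.591, edgeR adjusted p = 0.452) in sedentary rats and 1.02 (standard error 0.594, edgeR adjusted p = 0.294) in exercised rats. Prodh was a DEG in both comparisons, at Log2FC 2.56 in sedentary rats (edgeR adjusted p = 0.00286) and 2.08 in exercised rats (edgeR adjusted p = 0.0325).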

The only two downregulated DEGs in CC-Ex rats were *Nrip3*, involved in proteolysis, and *Egr*1 which is related to cell growth. 

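Nrip3 was low in most rats, at means of 1.06 CPM in Ex and 7.57 CPM in CC-Ex. A single CC-Ex rat, replicate 5, held 43.2 CPM, and the other CC-Ex rats were between 0.354 and 0.630 CPM. With all rats, its Log2FC was 2.83 (standard error 1.33, edgeR adjusted p = 0.210). Without this rat, the Log2FC was -1.24. Egr1 fell from a mean of 22.2 CPM (SD 17.6) in Ex to 8.58 CPM (SD 3.06) in CC-Ex, a Log2FC of -1.37 (standard error 0.451, edgeR adjusted p = 0.0994), with 6 of 6 CC-Ex rats below the Ex median.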

A full list of DEGs can be found in Supplementary Materials Table S1.

### 2.3. Pathway Enrichment Analysis of the DEGs in the Gastrocnemius Muscle of Sedentary and Exercised CC Rats

Next, a Gene Ontology (GO) [16] enrichment analysis was performed to identify biological processes (BP), cellular components, and molecular functions that were impacted in CC under sedentary or exercised conditions. Table 4 shows all cellular components and molecular functions, while Table 5 provides the top 10 BP for each comparison. Several common GO terms were identified across the Sed vs. CC-Sed and Ex vs. CC-Ex in the categories of cellular component (GO: 0005833), molecular function (GO: 0005344; 0019825), and BP (GO:0015669, GO:0015670, GO:0019755)—all of which were associated with gas transport (a full list of BP is available in the Supplementary Materials Table S2). 

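The hemoglobin genes behind these terms held a small share of all counts. Their median share was 0.0109% in Sed, 0.0151% in Ex, 0.0125% in CC-Sed and 0.0289% in CC-Ex. The share varied most among the CC-Ex rats, from 0.00355% to 0.109%. On the log2 scale it was 0.36 higher in CC-Sed than in Sed (two-sided exact permutation p = 0.457) and 0.98 higher in CC-Ex than in Ex (two-sided exact permutation p = 0.208), with 6 rats in each group.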

Despite the shared terms, the overall GO enrichment profiles revealed distinct characteristics between the Sed vs. CC-Sed and Ex vs. CC-Ex comparison.

The tree plots in Figure 3 highlight the main themes of enriched terms of each group’s comparison. 

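The BP terms of the sedentary comparison in Table S2 list 73 different genes, and those of the exercised comparison list 10, of which 7 belong to both. Of the 73 genes, 28 were DEGs between Sed and CC-Sed, 51 had an unadjusted p-value under 0.05, and 69 had higher means in CC-Sed. In the exercised rats, 10 of the same 73 genes were DEGs, 29 had an unadjusted p-value under 0.05 and 56 had higher means in CC-Ex. Of the 10 genes listed for the exercised comparison, 4 were DEGs between Ex and CC-Ex and 9 had an unadjusted p-value under 0.05. The enrichment itself was not computed, since GO annotation was not used here.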

Specifically in BP, the analysis provided 114 terms significantly different in sedentary rats (Sed vs. CC-Sed), while only 37 terms were identified for the comparison between exercised rats (Ex vs. CC-Ex) (Supplementary Materials Table S2).

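For the 28 genes that the paper lists under the leading lipid-metabolism terms, the mean of log2 CPM was calculated in each rat. This mean was 1.32 higher in CC-Sed than in Sed (two-sided exact permutation p = 0.00866, Benjamini-Hochberg adjusted p = 0.026 over 12 exact tests), and 6 of 6 CC-Sed rats were above the Sed median. Each of the 28 genes had a higher mean in CC-Sed. With the p-values adjusted over the list alone, 24 genes passed 0.05, against 11 with the adjustment over all genes. As the list is made of the paper's own sedentary DEGs from the same rats, a higher mean in CC-Sed, its p-value and the number of genes with a higher mean follow in part from the choice of the list. Among the alternatives, adjustment for a score of other slow-fibre markers moved the sedentary difference most, to 1.00, although only 3 of the 7 markers were in the analysed table.

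**Figure D2:**
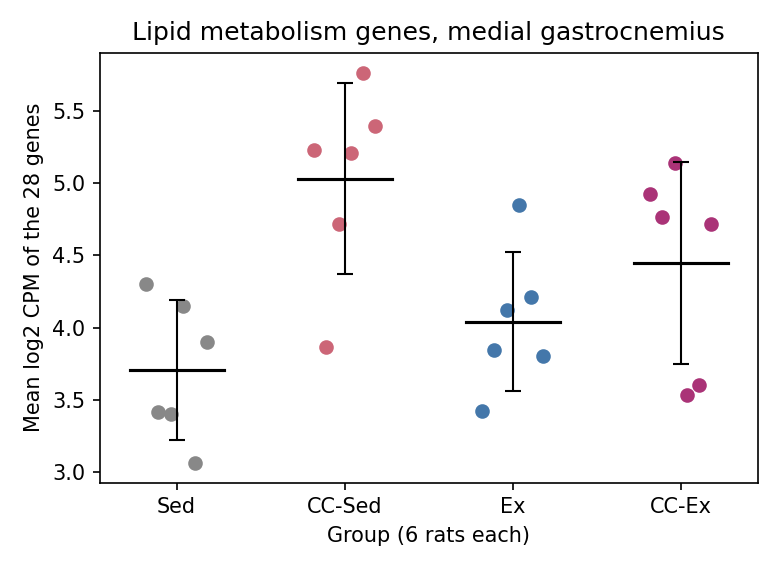
Mean log2 CPM of the 28 lipid-metabolism genes in each rat (y axis) by group (x axis), with 1 point per rat and the group mean and SD. The 6 CC-Sed rats lie between 3.87 and 5.77, and the 6 Sed rats between 3.06 and 4.30.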

In the sedentary comparison, the most prominent BPs were related to lipid metabolism, including fatty acids, diacylglycerols, triglycerides, phospholipids, fat cells, adipose tissue, acyl-CoA, and carboxylic acid metabolism (Figure 3a). 

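The largest change among 6 genes of the lipid cluster was that of Pnpla2, from a mean of 100.9 CPM (SD 35.2) in Sed to 449.3 CPM (SD 219) in CC-Sed, a Log2FC of 2.15 (edgeR adjusted p = 0.012). Dgat2 rose from 31.9 to 94.1 CPM (Log2FC 1.56, edgeR adjusted p = 0.016). For both genes, 6 of 6 CC-Sed rats were above the Sed median. Lpl, Slc27a1 and Gpam were above the Sed median in 5 of 6 CC-Sed rats, with Log2FC values of 1.51, 1.22 and 0.95. Their edgeR adjusted p-values were 0.108 for Lpl, 0.0936 for Slc27a1 and 0.119 for Gpam. Socs2 fell from 12.4 CPM, a mean raised by Sed replicate 3 at 24.8 CPM, to 4.54 CPM (Log2FC -1.45, edgeR adjusted p = 0.0049), and it was a DEG in each of the 12 fits that left out 1 rat. In exercised rats its adjusted p-value was not under 0.05 with the model of the 4 groups. The exercised Log2FC of Socs2 was -0.8508 with DESeq2 (adjusted p = 0.0304), and lay from -0.991 to -0.772 in the fits that left out 1 rat.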

Key upregulated DEGs within this lipid metabolism cluster included *Dgat2* (diacylglycerol O-acyltransferase 2), *Gpam* (glycerol-3-phosphate acyltransferase, mitochondrial), *Pnpla2* (patatin-like phospholipase domain containing 2), *Slc27a1* (solute carrier family 27 member 1), and *Lpl* (lipoprotein lipase), while the only downregulated DEG was *Socs2* (suppressor of cytokine signaling 2).

The second most prominent enrichment theme in the sedentary comparison was related to muscle regulation, with BP terms involving muscle fiber types, adaptation, contraction, and actin filaments (Figure 3a). Notable upregulated DEGs in this muscle tissue theme included *Tnnc1*, *Tnni1*, and *Myl3*—which are considered the most biologically significant DEGs (see Table 3)—and *Atp2a2* (sarcoplasmic/endoplasmic reticulum Ca^2+^ ATPase). 

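The mean log2 CPM of the slow-fibre genes (Tnnc1, Tnni1, Tpm3, Myl3 and Atp2a2) was 1.84 higher in CC-Sed than in Sed (two-sided exact permutation p = 0.156), and 5 of 6 CC-Sed rats were above the Sed median. Within a single group, this mean spanned 4.50 log2 units in Sed, 6.14 in Ex, 5.69 in CC-Sed and 7.87 in CC-Ex, more than the difference between Sed and CC-Sed. Atp2a2 varied less than the other 4 genes, with a Log2FC of 1.13 (standard error 0.431, edgeR adjusted p = 0.0972). None of these 5 genes had an adjusted p-value under 0.05, over the list alone or over all genes, and 1 had an unadjusted p-value under 0.05.

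**Figure D3:**
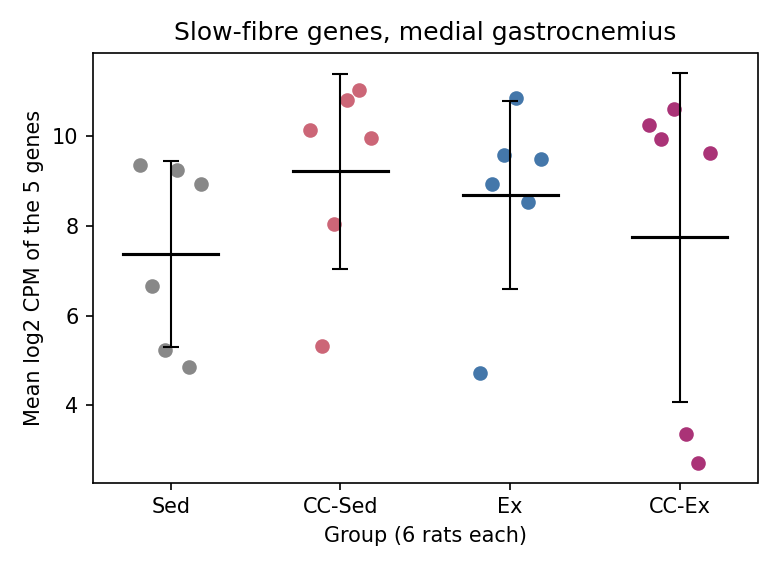
Mean log2 CPM of the 5 slow-fibre genes in each rat (y axis) by group (x axis), with 1 point per rat and the group mean and SD. The rats of every group are spread over at least 4.50 log2 units, and the groups overlap.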

Downregulated DEGs in this theme included Runx1 and Hopx (HOP homeobox). 

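Hopx fell from a mean of 12.2 CPM (SD 3.78) in Sed to 5.26 CPM (SD 1.21) in CC-Sed, with a Log2FC of -1.21 (standard error 0.224, edgeR adjusted p = 0.00596) and 6 of 6 CC-Sed rats below the Sed median. Sed replicate 3 was far above the other Sed rats, at 19.6 CPM. Without it, the decrease was still present, as the Log2FC stayed between -1.31 and -1.02 in the 12 fits that each left out 1 rat. In exercised rats the adjusted p-value of Hopx was not under 0.05 with the model of the 4 groups. Its exercised Log2FC was -0.7496 with DESeq2 (adjusted p = 0.0294), and lay from -0.8889 to -0.638 in the fits that left out 1 rat. For Runx1, the means were 9.06 CPM (SD 11.5) in Sed and 8.27 CPM (SD 8.72) in CC-Sed. Its direction was not stable, since the Log2FC lay between -0.63 and 0.91 in the fits that left out 1 rat.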

Interestingly, *Ppargc1a* (PPARG coactivator 1 alpha) appeared in both the lipid metabolism and muscle tissue themes, as well as in other functional categories (Figure 4 and Supplementary Materials Table S2).

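Ppargc1a had a mean of 17.2 CPM (SD 3.86) in Sed and 36.9 CPM (SD 24.0) in CC-Sed, a Log2FC of 1.10 (standard error 0.456, edgeR adjusted p = 0.122), with 4 of 6 CC-Sed rats above the Sed median. In exercised rats the means were 20.1 and 22.2 CPM, and the Log2FC of 0.14 (edgeR adjusted p = 0.861) was smaller than its standard error of 0.451.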

In contrast, the exercised comparison (Ex vs. CC-Ex) did not reveal enrichment term themes related to lipid metabolism or muscle tissue. Instead, the prominent clusters were related to synaptic transmission, carbohydrate metabolism, cell signaling, central control and redox signaling (Figure 3b). 

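In the exercised rats, the mean log2 CPM of the 28 lipid-metabolism genes was 0.41 higher in CC-Ex than in Ex (two-sided exact permutation p = 0.253), with 4 of 6 CC-Ex rats above the Ex median. With the same-numbered rats as pairs, the two-sided exact p-value was 0.375. The mean of the slow-fibre genes fell by 0.93 (two-sided exact permutation p = 0.651; 0.750 with the exact test on pairs), although 4 of 6 CC-Ex rats were above the Ex median. CC-Ex replicates 4 and 5 were the lowest, at 3.36 and 2.72, and the mean was 0.0729 higher in CC-Ex instead without replicate 5. The same-numbered rats were not alike (mean correlation of residuals -0.17). The difference between the sedentary and exercised effects was 0.92 for the lipid genes (two-sided exact permutation p = 0.0669) and 2.77 for the slow-fibre genes (two-sided exact permutation p = 0.193). For neither list did the exact test detect a difference between the effects of CC, which does not show that the effects were equal. The lipid difference was larger than the SD of that list in each group, which lay from 0.482 in Ex to 0.698 in CC-Ex. Its p-value changed side of the threshold in 5 of 24 fits that left out 1 rat. The slow-fibre difference was smaller than the SD of that list in CC-Ex, 3.66. As both lists hold the paper's sedentary DEGs, this choice by itself raises the difference between the effects.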

Within these clusters, the most frequently upregulated DEGs included *Hba-a1*, *Hbb*, *Hba-a3*, *Aqp4*—noted as the most biologically significant DEGs (see Table 3)—and *Glul* (glutamate-ammonia ligase), while the most frequently downregulated gene was *Egr1* (Figure 4). 

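Glul was among the most abundant of these genes, at means of 749.3 CPM (SD 228) in Ex and 2565 CPM (SD 1150) in CC-Ex, a Log2FC of 1.78 (standard error 0.323, edgeR adjusted p = 0.0325), with 6 of 6 CC-Ex rats above the Ex median. It was also a DEG in sedentary rats, with a Log2FC of 1.32 (edgeR adjusted p = 0.0206). Glul remained a DEG in 8 of the 12 sedentary fits that left out 1 rat and in 5 of the 12 exercised fits.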

A detailed list of BP-related GO terms for the Ex vs. CC-Ex comparison can be found in the Supplementary Materials Table S2. 

Finally, pathway enrichment analysis was performed on the upregulated and downregulated DEGs using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database [17,18]. In sedentary rats, DEGs corresponded to significantly enriched terms in lipid metabolism pathways, specifically glycerolipid metabolism (rno00561). The upregulated DEGs in this pathway, including *Dgat2*, *Agpat2* (1-acylglycerol-3-phosphate O-acyltransferase 2), *Pnpla2*, *Lpl*, and *Gpam* were also found to be enriched in both GO BP and molecular functions. In contrast, the exercised rats showed enrichment in pathways related to African trypanosomiasis (rno0514), malaria diseases (rno05144), and glyoxylate and dicarboxylate metabolism (rno00630). 

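Of these genes, Agpat2 had the lowest expression, with means of 2.29 CPM (SD 1.56) in Sed and 6.37 CPM (SD 4.55) in CC-Sed, a Log2FC of 1.47 (standard error 0.627) and an edgeR adjusted p of 0.133. Its Log2FC was 0.26 in exercised rats (edgeR adjusted p = 0.813), and lay from 0.016 without CC-Ex replicate 3 to 0.72 without Ex replicate 4. In the exercised comparison, Lpl had a Log2FC of 0.69 (standard error 0.588, edgeR adjusted p = 0.468) and Gpam of -0.17 (standard error 0.384, edgeR adjusted p = 0.800). The sign of Gpam was not stable, from -0.47 to 0.18 in the fits that each left out 1 rat, and Ex replicate 4 was far above the other Ex rats, at 105.5 CPM.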

The DEGs associated with these pathways included *Hba-a1*, *Hbb* and *Hba-a3*, and *Acss1* and *Glul* (glutamate-ammonia ligase) (Figure 3).

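Acss1 was higher in CC-Ex, at a mean of 82.8 CPM (SD 48.2) against 33.6 CPM (SD 8.76) in Ex, a Log2FC of 1.30 (standard error 0.353, edgeR adjusted p = 0.0645), with 5 of 6 CC-Ex rats above the Ex median. The increase in sedentary rats was of similar size, with a Log2FC of 1.06 (standard error 0.352, edgeR adjusted p = 0.0657).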

### 2.4. Identification of Key Regulatory Genes for Cardiac Cachexia by Weighted Gene Co-Expression Network Analysis (WGCNA)

To identify key regulatory genes associated with CC-related outcomes observed in our animals, we performed WGNA analysis. First, we tested the distribution of samples and removed outliers. Then, we set the soft threshold for the scale of independence (Figure 5a) and mean connectivity (Figure 5b). A total of 16 modules eigengenes (ME) were identified using hierarchical clustering (Figure 5c), and the relationship between each ME and various morphometrics and exercise tolerance variables was assessed (Figure 5d).

Strong correlations were observed between several MEs and disease outcomes, particularly with body mass (MEpink r = 0.73, *p* ≤ 0.0001) and right ventricle relative mass (MEblack, r = 0.76, *p* ≤ 0.0001; MEmagenta r = 0.83, *p* ≤ 0.0001; MEblue r = −0.75, *p* ≤ 0.0001; MEpink r = −0.79, *p* ≤ 0.0001). These correlations suggest that the genes within these MEs are strongly associated with the pathophysiology of HF-induced CC. To further characterize the biological functions of the identified modules, GO enrichment analysis was performed, and up to the top 3 enriched terms for each ME are presented in Table 6.

Next, we aimed to identify potential key regulatory genes by analyzing the overlap between the DEGs in both comparison groups and the genes within the 16 identified MEs. Seven MEs were found to contain overlapping DEGs: MEpink, MEblue, MEbrown, MEyellow, MEgreenyellow, MEturquoise, and MEmagenta (Supplementary Materials Table S3). To determine the most strongly correlated overlapping DEGs, we applied a cutoff of 0.8 for the Module Membership (kME > 0.8) parameter, resulting in six remaining MEs (Table 7).

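For the modules MEbrown and MEblue, the eigengene was computed again as the leading component of the genes that Table S3 lists, of which 810 and 1460 were in the analysed table. It held 49.5% of the variance of the MEbrown genes and 60.8% of that of the MEblue genes. The correlation of each gene with its eigengene (kME) was above 0.8 in size for 179 MEbrown genes and 714 MEblue genes. Of the MEbrown genes 290 correlated negatively with the eigengene, and of the MEblue genes 466. In MEbrown, 6 genes were DEGs of the sedentary comparison. In MEblue, 71 genes were DEGs of the sedentary comparison and 3 of the exercised comparison.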

Additionally, MEbrown and MEmagenta presented some BPs that were also found in DEGs, as shown in Figure 6. Interestingly, the BPs of MEbrown are mostly involved with muscle tissue and secondly involving lipid metabolism, with the overlapping DEGs *Tnnc1*, *Tnni1*, *Tpm3*, *Atp2a2*, *Lpl*, *Agpat2, Slc27a1*, while in MEmagenta the BPs broadly involve substrates metabolism with mostly lipid metabolism, which *Acad11* and *Dgat2* are the more frequent overlapping DEGs.

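The MEbrown eigengene, oriented along the mean expression of its genes, was lower in CC-Sed than in Sed (difference -1.24 in SD of the eigengene across the rats, two-sided exact permutation p = 0.0498) and differed by -0.22 between Ex and CC-Ex (two-sided exact permutation p = 0.695; 0.750 with the exact test on same-numbered pairs). The sedentary difference was close to the threshold, with a p-value of 0.0649 in the same exact test on the genes with a listed kME above 0.8, and of 0.0312 with the exact test on same-numbered pairs, the smallest that 6 pairs can give. The difference between these effects was -1.02 (two-sided exact permutation p = 0.195). Tnnc1, Tnni1, Tpm3, Atp2a2, Lpl, Agpat2 and Slc27a1 ran against this eigengene, with correlations from -0.965 for Lpl to -0.855 for Tnni1 across the 24 rats. The MEblue eigengene fell by 1.53 in CC-Sed (two-sided exact permutation p = 0.00217) and by 0.98 in CC-Ex (two-sided exact permutation p = 0.0390; 0.125 with the exact test on pairs).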

Integrating the findings from the differential gene expression, GO, KEGG, and WGCNA analyses, we identified several hub genes crucial to the pathophysiology of HF-induced CC. These include: *Dgat2*, *Lpl*, *Pnpla2*, Agpat2, *Slc27a1*, *Tnnc1*, *Tnni1*, *Myl3*, *Tpm3*, *Atp2a2*, *Vwf* and *Prodh*. Additionally, we highlight *Fbxo32* (F-box Protein 32) and *Acad11* (acyl-CoA dehydrogenase family member 11), as they are involved in important pathways related to protein degradation and fatty acid oxidation, respectively.

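Fbxo32 rose from a mean of 143.2 CPM (SD 101) in Sed to 880.1 CPM (SD 493) in CC-Sed, a Log2FC of 2.62 (standard error 0.628, edgeR adjusted p = 0.020), with 6 of 6 CC-Sed rats above the Sed median. Acad11 rose from 29.8 CPM (SD 5.66) to 98.9 CPM (SD 30.1), a Log2FC of 1.73 (standard error 0.268, edgeR adjusted p = 0.00286). The CC-Sed rats did not overlap with the Sed rats for Acad11, which was a DEG in each of the 12 fits that left out 1 rat.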

### 2.5. Validation of DEGs Related to Lipid Metabolism

As shown in Table 6, all overlapping DEGs—except for *Vwf* and *Prodh*—originated from the sedentary comparison group. This finding supports the hypothesis that aerobic training mitigates the negative transcriptional effects of HF-induced CC, particularly those impacting lipid metabolism. 

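Of the 203 DEGs of the sedentary comparison, 200 changed in the same direction in exercised rats, 169 of them with an unadjusted p-value under 0.05, and 18 had an unadjusted interaction p-value under 0.05. For the sedentary DEGs of Table S1, the mean size of the Log2FC was 1.25 in sedentary rats and 0.62 in exercised rats. Their upregulated genes, taken as a mean of log2 CPM per rat, were 1.18 higher in CC-Sed (two-sided exact permutation p = 0.00866) and 0.39 higher in CC-Ex (two-sided exact permutation p = 0.273; 0.344 with the exact test on pairs), and the difference between these effects was 0.79 (two-sided exact permutation p = 0.0905). Their downregulated genes fell by 1.18 in CC-Sed and by 0.80 in CC-Ex (two-sided exact permutation p = 0.00217 for each). As these genes were chosen for their change in sedentary rats, a smaller change in exercised rats follows in part from the choice. The paper takes the origin of the overlapping DEGs, nearly all of them from the sedentary comparison, as backing for its hypothesis that aerobic training mitigates the transcriptional effects of CC, above all those on lipid metabolism, and then tests it by RT-qPCR.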

To test this hypothesis, we performed real-time quantitative polymerase chain reaction (RT-qPCR) on three DEGs related to lipid metabolism: *Lpl* (lipid uptake), *Dgta2* (lipogenesis), and *Pnpla2* (lipolysis) in the skeletal muscle. As shown in Figure 7, these genes showed differential expression trends. Significant disease effects (Control vs. CC) were observed for *Pnpla2* (F _(1,23)_ = 29.39, *p* < 0.0001) and *Dgta2* (F _(1,23)_ = 9.719, *p* = 0.0048), with a trend toward significance for *Lpl* (F _(1,23)_ = 3.507, *p* = 0.0733), indicating that CC markedly affected lipid metabolism. Importantly, *Dgta2* was the only gene to show a significant interaction effect, with significant difference between CC-Sed and CC-Ex groups (F _(1,23)_ = 4.779, *p =* 0.0302). This finding suggests that aerobic training normalized the gene expression of *Dgat2*, a key enzyme in lipogenesis, in the skeletal muscle of rats with CC.

## 3. Discussion

This study presents the first comparative RNA-seq analysis of the medial gastrocnemius muscle in sedentary and exercised rats with HF-induced CC. Our primary objective was to investigate the therapeutic effects of aerobic training on transcriptomic alterations associated with disease progression in cachectic skeletal muscle. We identified distinct transcriptomic profiles between sedentary and exercised rats. Functional and pathway enrichment analyses revealed genes involved in fatty acid metabolism and muscle tissue remodeling in sedentary cachectic muscles—an effect not observed in the exercised ones. Subsequently, weighted gene co-expression network analysis (WGCNA) demonstrated strong correlations between transcriptomic modules and phenotypic traits such as body mass, relative right ventricular mass, exercise tolerance, and muscle fiber size cross-sectional area. Finally, since lipid metabolism seemed to have been more affected by HF-induced CC, we validated three hub genes engaged with lipid metabolic process in skeletal muscle: uptake (*Lpl*), lipogenesis (*Dgat2*) and lipolysis (*Pnpla2*). Our findings provide molecular insights into the protective role of aerobic training against the muscle alterations induced by CC and may inform the development of targeted therapeutic approaches for preserving skeletal muscle function in chronic HF.

We used monocrotaline-induced pulmonary arterial hypertension as the experimental model of HF-induced CC, as it rapidly induces progressive heart failure and cachexia [19]. Pulmonary arterial hypertension affects the right side of the heart, causing pathological hypertrophy and dysfunction of the RV due to pressure overload [20]. While both ventricles are influenced by loading conditions, the RV is especially sensitive to [21] afterload; even small increases can significantly impair its function. Moreover, right-sided heart failure often results from left-sided heart failure, also known as congestive heart failure [22]. Although left ventricle failure may show a more pronounced skeletal muscle impairment compared to RV failure, both left- and right-sided HF can lead to skeletal muscle wasting and dysfunction, and ultimately cardiac cachexia [1,5,21]. In this study, we examined the therapeutic effects of an aerobic program, initiated alongside disease progression, on HF outcomes and skeletal muscle transcriptomic alterations in our preclinical model of right-sided HF-induced CC.

Aerobic training was implemented over a 4-week period, coinciding with the development of CC. Animal with HF-induced CC exhibited characteristic signs, such as body mass loss, increased right ventricular mass, skeletal muscle atrophy, and reduced exercise tolerance (Table 1). Aerobic training did not significantly change the clinical indicators of CC, which may be due to the short duration of the four-week training particularly in a rapidly progressing model like the monocrotaline-induced HF. However, molecular analysis of skeletal muscle differed substantially between sedentary and exercised animals. Our RNA-seq analysis identified 145 differentially expressed genes (DEGs) between sedentary groups, compared to only 18 DEGs between exercise groups. This suggests that aerobic training during the disease progression mitigated numerous transcriptomic alterations characteristic of sedentary cachectic muscles, indicating that molecular adaptations may precede detectable physiological improvements. 

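Between the CC groups themselves, no gene had an adjusted p-value under 0.05, and 234 genes had an unadjusted p-value under 0.05. This unadjusted count depended on single rats, from 141 without CC-Sed replicate 6 to 1491 without CC-Ex replicate 5. It was 107 with only the 12 CC rats and 835 with limma-voom. No gene was a DEG in any of these fits. Between Sed and Ex, likewise without a gene under the adjusted threshold, 118 genes had an unadjusted p-value under 0.05. On the first principal component, CC-Ex and CC-Sed differed by -6.29 units (two-sided exact permutation p = 0.784).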

Our findings reinforce the scientific evidence supporting the role of aerobic training in the treatment and management of patients with HF induced by pulmonary arterial hypertension, as recommended by clinical guidelines [7,8], by providing objective evidence that its benefits extend to the transcriptional level. To investigate this further, a time-course study examining the evolving transcriptional landscape in response to exercise during disease progression would be highly beneficial. In addition, we hypothesize that an aerobic training protocol lasting more than four weeks may allow transcriptomic alterations to manifest as physiological and phenotypic improvements. Therefore, further studies in this area of research are highly promising.

Exercise intolerance is the primary clinical manifestation of CC and results, at least in part, from structural, functional, and metabolic changes that occur in skeletal muscle during HF [6]. Specifically, metabolic alterations impair muscle contraction and relaxation, promote muscle fiber type transition, and contribute to muscle atrophy [23]. It is well established that, in pathological conditions, such as HF, slow-twitch fibers tend to shift toward fast-twitch fibers, which are more susceptible to atrophy [6,15,23,24]. One of the key drivers of skeletal muscle atrophy is the E3 ligase enzyme atrogin-1, encoded by the *Fbxo32* gene, which is part of the ubiquitin-proteasome system. Consistent with previous studies, our results show upregulation of *Fbox32* in sedentary cachectic muscles only [12,15,25,26]. Our data further revealed that *Fbxo32* may serve as a potential hub gene, present in the MEturquoise, and correlated with body mass, relative right ventricle mass and exercise intolerance (Figure 4). Notably, *Fbxo32* was not differentially expressed between the exercise groups, supporting the potential capacity of aerobic training to mitigate ubiquitin-proteasome activity [27] by normalizing expression of this CC-associated hub gene.

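In exercised rats, Fbxo32 had a mean of 100.1 CPM (SD 25.0) in Ex and 812.9 CPM (SD 979) in CC-Ex, a Log2FC of 3.02 (standard error 0.638, edgeR adjusted p = 0.0329), with 5 of 6 CC-Ex rats above the Ex median. The Log2FC stayed between 2.07 and 3.26 in the 12 fits that each left out 1 rat, and the gene was a DEG in 4 of them, but not with the replicate block or with only the 12 exercised rats. The difference between the sedentary and exercised effects was -0.40 (two-sided exact permutation p = 0.779).

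**Figure D4:**
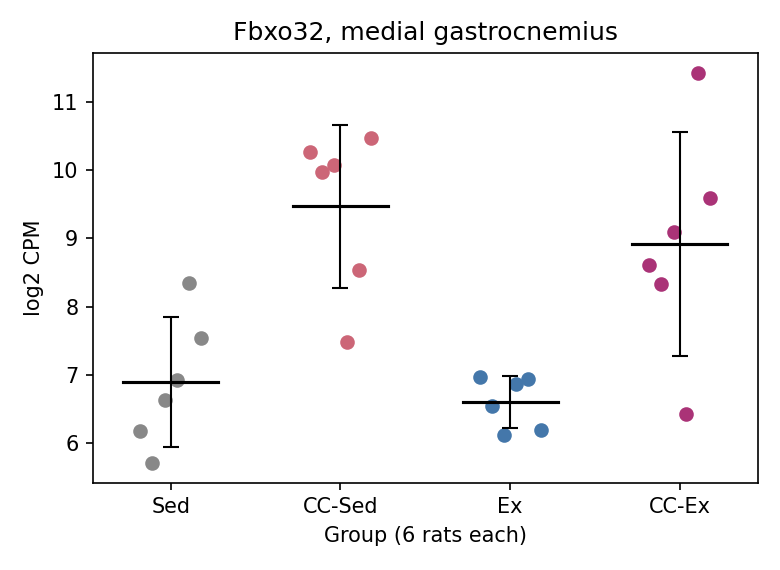
Expression of Fbxo32 in each rat (y axis, log2 CPM) by group (x axis), with 1 point per rat and the group mean and SD. Of the CC-Ex rats, 1 lies among the Ex rats and the other 5 lie above the Ex median.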

Surprisingly, the most biologically significant DEGs in sedentary groups (Table 3) were genes encoding proteins associated with slow-twitch muscle fibers, such as *Tnnc1*, *Tnni1*, *Myl3*, *Tpm3* and *Atp2a2*. While this might suggest increased turnover of slow-twitch fibers, previous studies [12,25,28] indicate the opposite—an upregulation of genes and proteins related specifically to fast-twitch fiber type in disease conditions. This suggests that these slow-twitch-associated genes may instead be involved in signaling pathways unrelated to type I fiber remodeling. Troponin and tropomyosin isoforms, for instance, have been implicated in nuclear functions, transcription factors, atrophy, and muscle weakness [29,30,31], which may explain the elevated expression of *Tnnc1*, *Tnni1* and *Tpm3* in sedentary cachectic muscles observed in our study. In contrast, their lack of upregulation in the cachectic rats of the exercise group may be attributed to the effects of aerobic training. 

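In exercised rats, Tnnc1 had a Log2FC of 0.39 (edgeR adjusted p = 0.865), Tpm3 of 0.28 (edgeR adjusted p = 0.886), Atp2a2 of 0.16 (edgeR adjusted p = 0.829), Tnni1 of -0.13 (edgeR adjusted p = 0.959) and Myl3 of -0.0828 (edgeR adjusted p = 0.970). Each of the 5 genes changed sign in at least 1 of the fits that left out a rat, and Ex replicate 1 was far below the other Ex rats for Tnnc1, Tnni1 and Myl3. The difference between the sedentary and exercised effects was 1.62 for Tnnc1 (two-sided exact permutation p = 0.201), and for Atp2a2 it was 0.97 (two-sided exact permutation p = 0.153).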

Cheung et al. [31], using an IL-1 receptor agonist, demonstrated that anti-inflammatory therapy normalized *Tnnc1*, *Tpm3* and *Atp2a2* expression in the gastrocnemius muscle of mice with chronic kidney disease, suggesting a potential therapeutic approach for muscle wasting. This supports the idea that aerobic training—known for its anti-inflammatory effects [32]—may prevent the upregulation of these genes in exercised cachectic rats.

Furthermore, we identified an upregulation of several genes associated with lipid metabolism through functional pathway (GO and KEGG) enrichment analyses. These results suggest possible dysfunctions in lipid storage, oxidation, and other metabolic processes. This was further supported by WGCNA, which identified key hub genes involved in lipid metabolism, including *Lpl*, *Pnpla2*, *Agpat2*, *Slc27a1*, *Acad11* and *Dgat2*. The GO biological processes (BPs) from the WGCNA also showed significant enrichment in pathways related to lipid metabolism (Figure 5). These results could be in accordance with evidence described in the current literature. Preclinical and clinical studies have demonstrated that the infiltration and accumulation of ectopic fat—particularly in skeletal muscle, a condition known as myosteatosis—can impair muscle metabolism and function under pathophysiological conditions, such as heart disease [33,34].

When analyzed in detail, the hub genes related to lipid metabolism identified in this study seem to follow a sequence of events which point to the fat accumulation and oxidation in skeletal muscle, as described as follows. *Lpl* encodes the protein lipoprotein lipase, which is an enzyme that facilitates the hydrolysis of the extracellular triacylglycerol (triglycerides) into three fatty acids and one glycerol molecule. *Slc27a1* encodes the fatty acid transporter member 1, a key membrane transporter, that enables fatty acids to enter the cytosol. *Agpta2* and *Dgat2* encode enzymes that convert cytosolic fatty acids and glycerol-3-phosphate into intracellular triacylglycerol, which is stored as lipid droplets within muscle fibers [35]. Lipid droplet formation is known to function as a protective mechanism against lipotoxicity, particularly under pathological conditions of cellular stress or excess fatty acids [36]. Therefore, we hypothesized that the observed upregulation of *Lpl* and *Slc27a1* could represent a response to dyslipidemia triggered by circulating pro-inflammatory molecules in CC [37,38], while *Agpat2* and *Dgat2* may reflect a muscle adaptive response aimed at promoting lipid storage within the skeletal muscle to buffer against lipotoxicity-induced muscle damage in sedentary cachectic muscles. 

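Plin5 had a mean of 8.48 CPM (SD 6.02) in Sed and 19.0 CPM (SD 7.82) in CC-Sed, and 6 of 6 CC-Sed rats were above the Sed median. Its Log2FC was 1.16 (standard error 0.481, edgeR adjusted p = 0.123). In exercised rats the Log2FC was 0.47 (standard error 0.477, edgeR adjusted p = 0.544), and it was -0.0904 in the lowest of the fits that left out 1 rat.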

A concurrent upregulation of *Plin 5* (perilipin 5)—a protein associated with lipid droplet stabilization and protection—seen in the sedentary CC group [35] further could support this interpretation (Table 5 and Figure 3).

While lipid droplet formation may offer protective benefits, excessive lipid accumulation (e.g., myosteatosis) can have detrimental effects. When lipid storage becomes dysregulated, it may lead to inappropriate activation of lipogenesis, lipolysis and lipid oxidation pathways. This dysregulation can result in the accumulation of lipotoxic intermediates, such as diacylglycerol and ceramides, which are associated with oxidative stress and pro-inflammatory signaling—processes implicated in muscle atrophy, particularly in the context of cachexia [39]. Our study showed evidence supporting this possibility in transcriptional level, which include the upregulation of *Pnpla2*, a gene that encodes the triacylglycerol lipase, an intracellular enzyme responsible for hydrolyzing triacylglycerol into diacylglycerol, a potentially harmful intermediate if accumulated in excess [35]. In addition, we also found an upregulation of *Acad11*, a gene that encodes the acylCoA dehydrogenase family member 1, a mitochondrial enzyme [40]. These DEGs might indicate an attempt to improve lipid oxidation activity, which can be contributing to skeletal muscle dysfunction in sedentary CC rats. Notably, these DEGs involved with lipid metabolism were not upregulated in exercised cachectic rats. 

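In exercised rats, 7 of the 28 lipid-metabolism genes had an unadjusted p-value under 0.05, 6 passed 0.05 with the adjustment over the list alone, and 2 with the adjustment over all genes. Acad11 was 1 of the latter, with a Log2FC of 1.28 (standard error 0.265, edgeR adjusted p = 0.0325) and 5 of 6 CC-Ex rats above the Ex median, and it was a DEG in 2 of the 12 fits that left out 1 rat. Pnpla2 had a Log2FC of 1.55 (standard error 0.435, edgeR adjusted p = 0.0682), and in CC-Ex it ranged from 93.8 to 950.1 CPM. It was a DEG with DESeq2 (Log2FC 1.56, adjusted p = 0.0101) and in 2 of the 12 fits that left out 1 rat. Without CC-Ex replicate 5 the Log2FC of Pnpla2 was 0.96. Slc27a1 had a Log2FC of 0.61 (edgeR adjusted p = 0.406). The Log2FC of Dgat2 was 0.12 (standard error 0.349, edgeR adjusted p = 0.843), with means of 44.9 CPM in Ex and 48.9 CPM in CC-Ex, and CC-Ex replicate 4 was far below the other CC-Ex rats. Ex replicate 4 was the highest Ex rat, at 100.9 CPM. In the fits that left out 1 rat the Log2FC of Dgat2 lay from 0.0074 to 0.54, the latter without Ex replicate 4. The smallest edgeR adjusted p-value of these fits was 0.332.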

Given the metabolic demand of aerobic exercise, which relies heavily on lipid oxidation, it is plausible that physical activity could help normalize lipid metabolism and reduce the risk of lipotoxicity-induced muscle damage.

Thus, we performed the validation of three of these DEGs (*Lpl, Dgat2*, *Pnpla2*) to investigate further the lipid metabolism in skeletal muscle in HF-induced CC. The PCR analysis showed in fact there is an altered lipid metabolic process in HF-induced CC groups when compared with the control groups and *Dgat2* was normalized by aerobic training. Although this validation points out to the therapeutic effects of this exercise intervention, further analyses including protein expression and histological protocols are needed to confirm the hypothesis. In view of the HF-induced CC model utilized which allowed four weeks of exercise intervention, we believe that long-term aerobic training may normalize all hub genes found in this study. In addition, other varieties of volume and intensity should be considered in this same model. Thus, future research focusing on biochemical and histological analyses is needed to uncover if the transcriptional outcomes are being translated phenotypically, and then to support this hypothesis.

In the present study, we identified 13 DEGs common to both sedentary and exercise comparisons, suggesting that the 4-week aerobic training program did not normalize their expression (Table 2). Several of these DEGs were involved in gas transport and were among the most biologically significant in the exercised cachectic group (Table 2 and Table 3). WGCNA identified *Vwf* and *Prodh* as hub genes in the MEpink module, which correlated to body mass, right ventricular mass, muscle fiber size, and reduced exercise tolerance. *Vwf*, a key factor in hemostasis, is upregulated in response to hypoxia and inflammation [41], aligning with known vascular alterations and systemic inflammation in HF [6,41]. This may explain its persistent elevation in both sedentary and exercised CC groups. 

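Vwf rose from a mean of 28.2 CPM (SD 4.36) in Sed to 74.9 CPM (SD 19.2) in CC-Sed, a Log2FC of 1.41 (standard error 0.260, edgeR adjusted p = 0.00596), with 6 of 6 CC-Sed rats above the Sed median. It rose from 36.1 CPM (SD 7.80) in Ex to 78.3 CPM (SD 38.6) in CC-Ex, a Log2FC of 1.12 (standard error 0.258, edgeR adjusted p = 0.0383), with 5 of 6 CC-Ex rats above the Ex median. The edgeR adjusted p-value stayed under 0.05 in 12 of the 12 sedentary fits that left out 1 rat, and in 2 of the 12 exercised fits.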

*Prodh*, a mitochondrial enzyme involved in energy metabolism, redox balance, and apoptosis regulation, is typically downregulated in dysfunctional disease states, while exercise seems to increase its expression [42,43,44]. Interestingly, we observed *Prodh* upregulation in skeletal muscle in both sedentary and exercised CC groups. 

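The mean of Prodh was 4.86 CPM (SD 2.85) in Sed and 28.6 CPM (SD 10.6) in CC-Sed, and it was 5.55 CPM (SD 1.5) in Ex and 23.5 CPM (SD 14.0) in CC-Ex. All CC rats were above the median of their control group. Ex replicate 1 was far above the other Ex rats, at 8.46 CPM. The sedentary change was a DEG in each of 12 fits that left out 1 rat, and the exercised change in 5 of 12.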

Given the limited literature on *Prodh* and *Vwf* in skeletal muscle under cachectic conditions, further studies are needed to clarify their roles in disease progression and exercise response.

An important limitation in this study was the absence of improvements in body mass, relative right ventricular mass, muscle fiber size, and exercise tolerance in the exercised cachectic group. Although such functional enhancements are typically expected with aerobic training, our 4-week training protocol may not have been the appropriate endpoint to elicit measurable phenotypic changes in this rapidly progressing model of HF-induced cachexia. Models featuring more gradual disease progression, such as some types of genetic and surgical models (see Molinari et al. [19]), may offer a better timeframe for detecting physiological improvements. In addition, protocols involving an earlier exercise training intervention (before and during the development of HF) can be an alternative to assess the long-term effects aerobic training on the monocrotaline model of HF-induced CC. Moreover, impairments in downstream processes such as protein translation, synthesis, and post-translational modifications [45] could be hindering the manifestation of functional improvements, despite transcriptional normalization. Another important consideration is that validation by RT-PCR was applied not for all the hub genes suggested in the present study; however, the bioinformatic tool WGCNA provided strong evidence for the involvement of these key regulatory genes. Finally, although muscle remodeling and lipid metabolism are discussed, the present study did not include histological or functional assessments of skeletal muscle, such as fiber type composition, intramuscular fat quantification, or contractile performance, which limits the ability to directly correlate transcriptomic findings with morphological or physiological outcomes.

In conclusion, this study demonstrated, through RNA-seq analysis and bioinformatic tools, that aerobic training prevented alterations in the expression of genes associated with skeletal muscle dysfunction in CC, particularly those involved in muscle remodeling and mainly lipid metabolism. Validation of *Dgat2* supports a protective transcriptional effect of aerobic training. These findings provide a foundation for future research to further explore the pathways and mechanisms highlighted by our RNA-seq data, validate these results at the protein level, and better understand translational mechanisms. Moreover, exploring alternative exercise protocols and durations may further optimize exercise-based interventions for CC.

## 4. Materials and Methods

All animal procedures were approved by the Institutional Animal Care and Use Committee of Texas A&M University, TX, USA (IACUC 2023-0035), which follows the Animal Welfare Act.

### 4.1. Animals

40 male Wistar rats weighing 165–175 g were acquired from Charles River Laboratories (Wilmington, MA, USA). Upon arrival, rats were housed two per cage in ventilated racks into a reverse dark-light cycle housing with lights off at 7:00 AM and lights on at 7:00 PM. The animal housing room was monitored daily and maintained at 22 ± 1 °C and ~60% humidity. Red lights were used during the dark cycle to provide adequate lighting for staff to perform rodent handling and exercise training; no standard lighting was used during the dark phase. After one week of acclimation period, rats were randomly assigned into four groups based in their body mass: control sedentary (Sed, *n* = 9), control exercised (Ex, *n* = 9), cardiac cachexia sedentary (CC-Sed, *n* = 12) and cardiac cachexia exercised (CC-Ex, *n* = 10). Rats in CC-Sed and CC-Ex groups received a single injection of monocrotaline (I.P., 60 mg/kg, MedChemExpress, Monmouth Junction, NJ, USA) for the induction of HF, while rats in both control groups (Sed and Ex) received an equivalent volume of saline as a vehicle control (Figure 1a). At the end of the experiment, the criteria applied to determine the presence of CC included exercise intolerance, apathy, lethargy, and morphological parameters including >8.5% of weight loss (from the peak of body mass), right ventricle (RV) hypertrophy, increased total heart mass, and organ congestion.

### 4.2. Treadmill Familiarization, Exercise Tolerance Capacity Test, and Aerobic Training

After three consecutive days of treadmill familiarization (5 min at 5 m/min), all animals underwent a maximal incremental exercise test pre- and post-training to evaluate their exercise tolerance (time to fatigue) and to determine the training speed for exercise groups (Ex and CC-Ex). The maximal incremental exercise test consisted of 5 min warm-up at 5 m/min, followed by increments of 3 m/min every three minutes until rats presented signs of exhaustion (refusing to run even with manual and electric stimulation, or being unable to coordinate steps). Maximum speed, total time and distance were recorded. Aerobic training was performed under red lights during the dark cycle, 5 consecutive days per week followed by 2 rest days. Training protocol was performed on a treadmill and consisted of 5 min warm-up at 5 m/min, 30 min at 50–60% of maximal capacity, and 5 min cool down, 5×/week for four weeks (Figure 1a), when the rats which received monocrotaline presented a significant decline of health conditions (apathy, piloerection, tachypnea and exercise intolerance).

### 4.3. Euthanasia and Tissue Collection

Euthanasia was performed at least 48 h after the final maximal exercise capacity test with an intraperitoneal injection of pentobarbital sodium (50 mg/kg) (Figure 1a). Cardiac exsanguination was used as the secondary method to confirm euthanasia. After blood collection, the heart was removed by thoracotomy. Ventricles were dissected and weighed; right ventricle weight was used to estimate cardiac hypertrophy by the RV/body mass ratio (mg/g). Gastrocnemius muscles (medial head) from the right and left hind limbs were dissected, weighed, and frozen in cold isopentane for histological analysis or snap frozen in cold liquid nitrogen, and stored at −80 °C for further transcriptome analysis, respectively.

### 4.4. Skeletal Muscle Cross-Sectional Area

To evaluate muscle fiber size, 10 μm-thick cross-sections were cut from the mi-belly of the medial gastrocnemius muscle using a cryostat (Shandon Inc., Pittsburgh, PA, USA) cooled at −20 °C. Briefly, sections were incubated in anti-laminin (1:500; Invitrogen, Catalog # PA1-16736) for 1 h at room temperature (RT). Sections were washed and incubated in the secondary antibody (goat anti-rabbit Alexa Fluor 405; 1:250; Invitrogen, Waltham, MA, USA, Catalog # A-31556) for 45 min at RT. Slides were mounted with ProLong^TM^ Gold Antifade Mountant (Invitrogen, Catalog # P36934) and stored at 4 °C until imaging. Sections were imaged using the Leica DMi8 confocal microscope (Leica Microsystems, Deerfield, IL, USA). Image J 1.54f software (Java 1.8.0_322 64-bit, NIH, Bethesda, MD, USA) was used to measure and calculate the average area of approximately 200 fibers from each animal.

### 4.5. RNA Isolation and RNA-Seq Library Preparation

Total RNA was extracted from 30 mg of frozen medial gastrocnemius (left leg) of six samples per group using the RNeasy^®^ Plus Universal mini kit (QIAGEN, Hilden, Germany) following the manufacturer’s instruction. Total RNA quality was assessed using the Agilent TapeStation (Santa Clara, CA, USA), and all samples had RNA integrity numbers (RIN) greater than 8. RNA quantification was performed with the Qubit RNA BR Assay Kit. Poly-A-based RNA-seq libraries were prepared using the Illumina Stranded mRNA Prep Kit (San Diego, CA, USA) with 650 ng of RNA input per sample, following the manufacture’s protocol. Library quality and size distribution (average size: 340–360 bp) were confirmed using the Agilent TapeStation. Sequencing was performed on an Illumina NextSeq 2000 platform configured for paired-end 2 × 100 reads.

### 4.6. RNA-Seq Data Processing and Differential Expression Analysis

Reads were trimmed of low-quality (Phred < 20), adapter, and barcode sequences using Trim-Galore [46]. Sequences were aligned to the Rattus norvegicus transcriptome (Ensembl mRatBN7.2.112) and quantified at the transcript level using Salmon V1.10.2 [47] (Rob Patro 2017). Differential expression was conducted using the R 4.3.3 programming language. Briefly, transcript-level abundances generated by Salmon were collapsed down to the gene level using the “tximport 1.36.0” package from BioconductoR 3.21, by a transcript-to-gene mapping built using the R. norvegicus (Ensembl mRatBN7.2.112) GFF3 annotation file with the “txdbmaker 1.20.0” BioconductoR package.

Statistical testing was conducted with DESeq2 (v1.44.0) [48]. Significant genes were defined as those with an adjusted *p*-value < 0.05 (BH corrected, Wilcoxon p-test) and a log2 fold-change magnitude of 1 or greater. Pathway enrichment was carried out using clusterProfiler (v4.12.6) [49] with both Kyoto Encyclopedia of Gene and Genomes (KEGG) [17,18] and Gene Ontology (GO) [16] enrichment analysis for R. norvegicus pathway databases with a *p*-adjusted value < 0.05 (BH corrected).

### 4.7. WGCNA

Co-expression networks were constructed using WGCNA (v 1.73) package in R. Low-expression genes were filtered, retaining those with ≥15 counts in samples. A signed network was constructed using a soft-thresholding power of 12, selected based on scale-free topology criteria. Modules were identified using the blockwiseModules function with TOMType = “signed” and mergeCutHeight = 0.25. Module eigengenes were correlated with sample traits to identify biologically relevant modules. Hub genes within each module were ranked based on module membership (kME) and intramodular connectivity (kWithin) [50].

### 4.8. Real Time Quantitative Polymerase Chain Reaction (RT-qPCR)

Total RNA was extracted and quantified as described above in Section 4.5. Approximately 1 μg of RNA was reverse transcribed using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystem, Foster City, CA, USA), according to manufacturer’s instructions. RT-PCR was carried out in 20 μL reactions using TaqMan™ Fast Advanced Master Mix for qPCR and TaqMan™ gene expression assays for *Lpl* (Rn00561482_m1, Applied Biosystem), *Dgat2* (Rn01506787_m1, Applied Biosystem) and *Pnpla2* (Rn01479969_m1, Applied Biosystem). The amplification and analysis were performed using QuantStudio^TM^ 6 Pro Real-Time PCR System (Applied Biosystem), following the manufacturer’s recommendations. The CT comparative method (2^−∆∆Ct^) was used to determine gene expression changes between treatment groups relative to the control sedentary (Sed) group, with the GAPDH Ct (Rn01775763_g1, Applied Biosystem) as the correction factor, using the software Design & Analysis 2 (Thermo Fisher Scientific, Waltham, MA, USA).

### 4.9. Statistical Analysis

Comparisons between the four groups were performed by two-way analysis of variance followed by Tukey’s post hoc test. Data normality was evaluated by Shapiro–Wilk test. All variables (body mass, RV/body mass, exercise tolerance, cross-sectional area, log2 *Lpl*, log2 *Dgat2* and log2 *Pnpla2*) were classified as parametric variables. The significance levels were set at 5%.

## Figures and Tables

**Figure 1:**
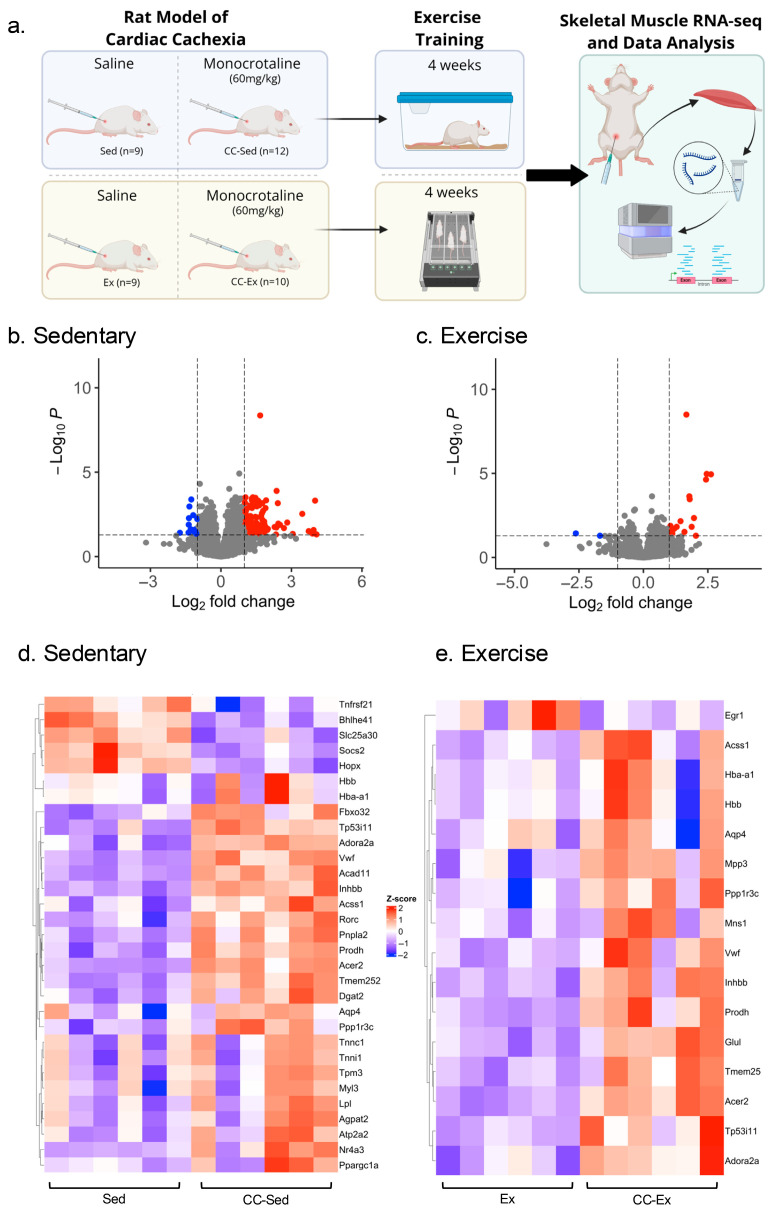
Summary of experimental design and representation of differentially expressed genes (DEG). (**a**) Animal model of cachexia, exercise intervention and skeletal muscle RNA-sequence analysis. Volcano Plots show DEGs based on their log fold change for the (**b**) sedentary (Sed vs. CC-Sed), and (**c**) exercise (Ex vs. CC-Ex); red dots are upregulated DEGs, blue dots are downregulated DEGs, and grey dots are non-significant DEGs. Heat maps represent some DEGs based on z-score for the (**d**) sedentary and (**e**) exercise comparisons. Sed: control sedentary; Ex: control exercised; CC-Sed: cardiac cachexia sedentary; CC-Ex: cardiac cachexia exercised.

**Figure 2:**
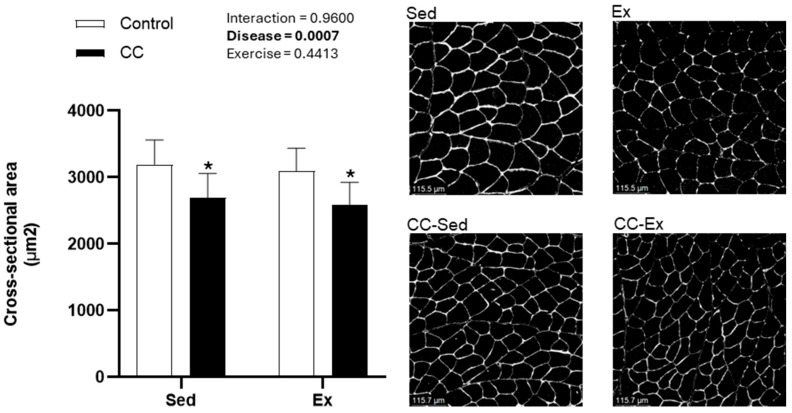
Skeletal muscle histology. Left: Medial gastrocnemius cross-sectional area. Right: Representative gastrocnemius muscle sections. Laminin (white) was used as a membrane marker. Objective 20x. Sed: control sedentary group (*n* = 9); Ex: control exercised (*n* = 8); CC-Sed cardiac cachexia sedentary group (*n* = 7); CC-Ex: cardiac cachexia exercised group (*n* = 6). * Main effect of Disease.

**Figure 3:**
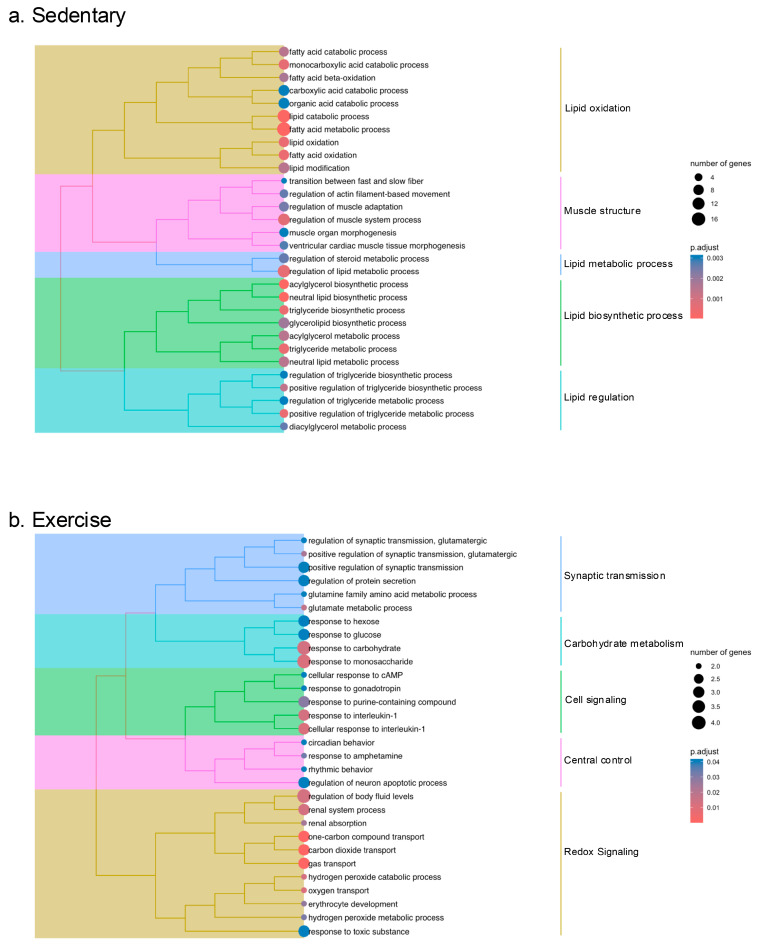
Tree plot of enriched biological process GO terms clustered by semantic similarity of (**a**) sedentary (Sed vs. CC-Sed) and (**b**) exercise (Ex vs. CC-Ex).

**Figure 4:**
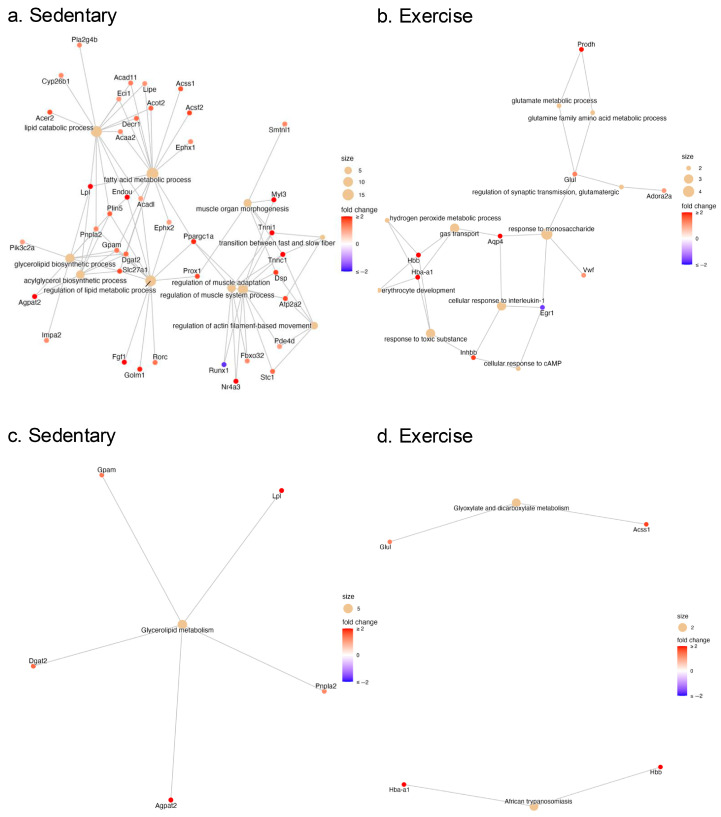
Enriched network plots: GO Biological process from (**a**) sedentary (Sed vs. CC-Sed) and (**b**) exercise (Ex vs. CC-Ex). KEGG pathway analysis from (**c**) sedentary (Sed vs. CC-Sed) and (**d**) exercise (Ex vs. CC-Ex).

**Figure 5:**
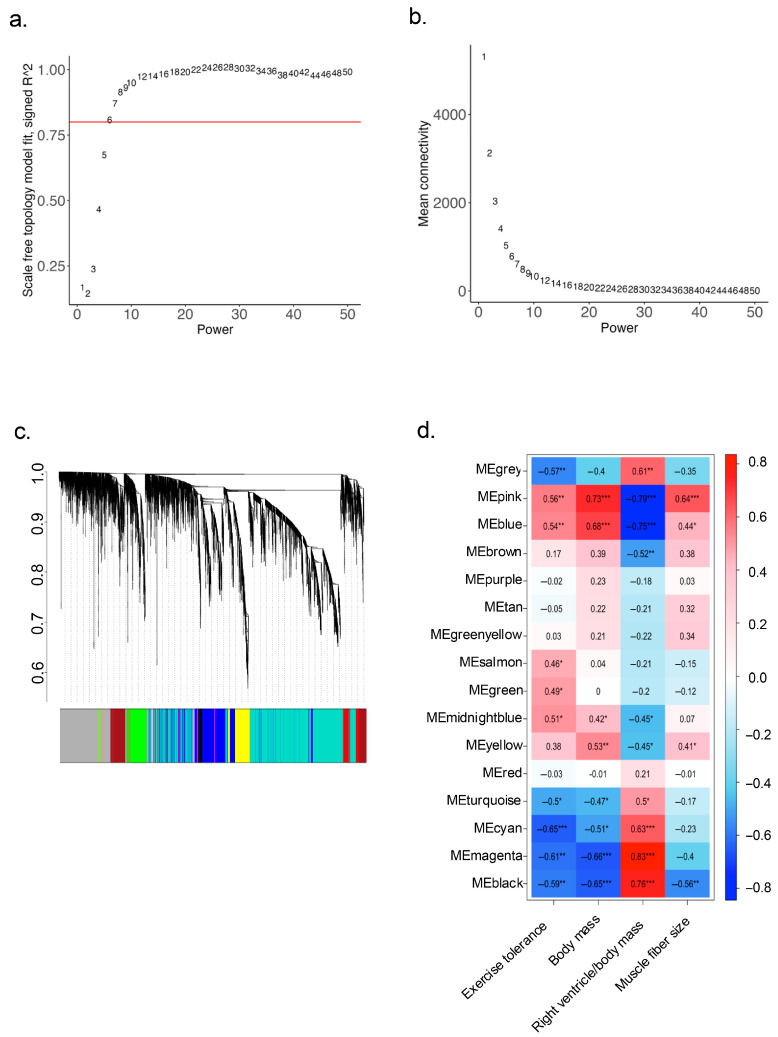
Weighted gene co-expression network analysis (WGCNA). (**a**) Scale of Independence with soft threshold power (red line); (**b**) Scale of mean connectivity; (**c**) Dendrogram highlighting color-coded module eigengenes identified by hierarchical clustering (ME); (**d**) Correlation between ME and morphometric and exercise intolerance variables. * *p* < 0.05; ** *p* < 0.001; *** *p* < 0.0001.

**Figure 6:**
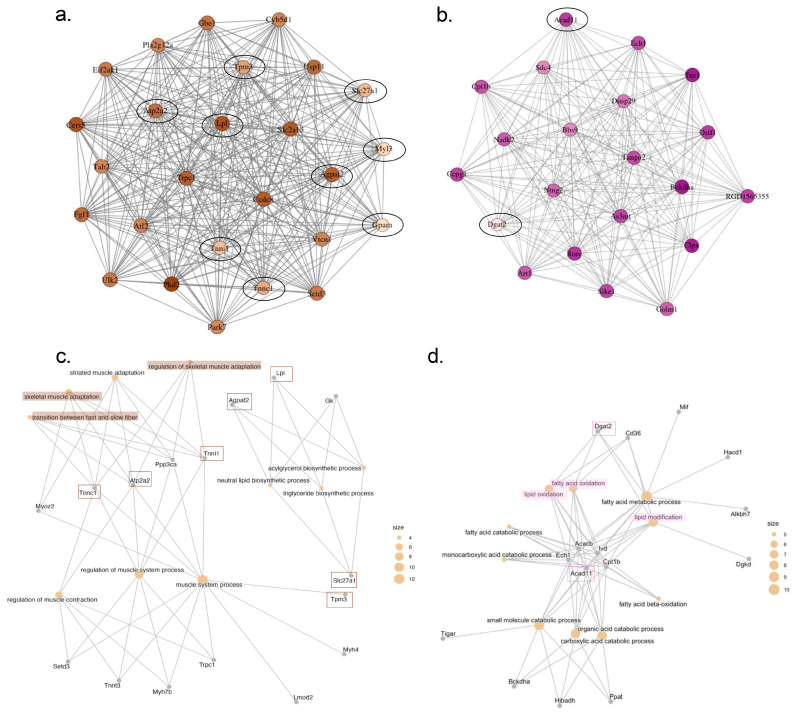
Network visualization of co-expression modules (**a**) MEbrown and (**b**) MEmagenta. Genes circled in black overlap with DEGs. Panels (**c**,**d**) show enriched GO-BPs shared between module eigengenes and DEGs for MEbrown and MEmagenta, respectively. The top three overlapping GO biological processes terms, as shown in Table 6, are highlighted. Square outlines indicate DEGs connected to the top three overlapping GO biological processes.

**Figure 7:**
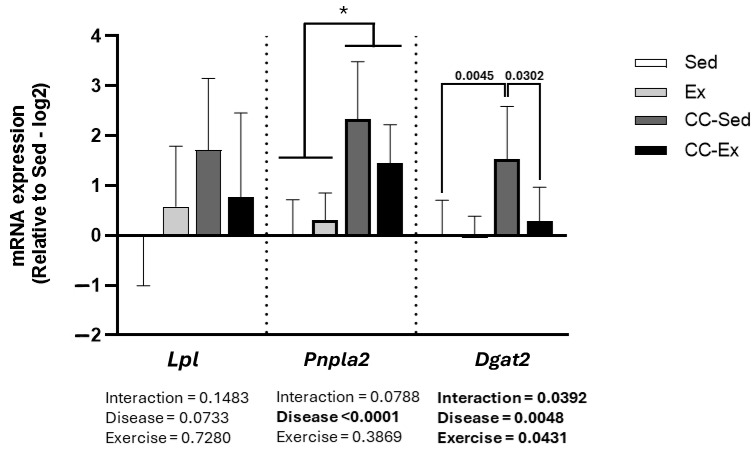
Validation of DEGs related to lipid metabolism in medial gastrocnemius muscle. Sed: control sedentary group; Ex: control exercised; CC-Sed cardiac cachexia sedentary group; CC-Ex: cardiac cachexia exercised group. * Main effect of Disease.

**Table 1:** Indicators of Heart Failure and Cardiac Cachexia.

	Sed *n* = 9	Ex *n* = 8	CC-Sed *n* = 7	CC-Ex *n* = 6		*p*-Value
Body mass (g)	410.3 ± 29.5	392.6 ± 26.1	331.5 ± 31.3	338.7 ± 39.8	Interaction	*p* = 0.2918
					Exercise	*p* = 0.6538
					Disease	***p < 0.0001***
Relative RV mass (mg/g)	0.514 ± 0.07	0.491 ± 0.03	1.175 ± 0.20	1.188 ± 0.20	Interaction	*p* = 0.7402
					Exercise	*p* = 0.9233
					Disease	***p < 0.0001***
Exercise Tolerance (min)	16.97 ± 3.4	23.54 ± 2.9 *	11.40 ± 2.6 *^#^	10.26 ± 3.8 *^#^	Interaction	***p = 0.0036***
					Exercise	***p = 0.0320***
					Disease	***p < 0.0001***

Values presented as mean ± standard deviation. Sed: control sedentary group; Ex: control exercised; CC-Sed cardiac cachexia sedentary group; CC-Ex: cardiac cachexia exercised group; RV: Right ventricle. Muscle fiber size refers to medial gastrocnemius muscle cross-sectional area. Exercise tolerance refers to running time to fatigue. Relative RV mass: total RV mass/total body mass (mg/g) * *p* < 0.05 vs. S group; ^#^ *p* < 0.05 vs. Ex group. Significant *p*-Value are highlighted.

**Table 2:** Shared differentially expressed genes (DEGs) between sedentary and exercise comparison.

	Sedentary		Exercise		Description
Symbol	Log2 FC	*p*-Adjusted	Log2 FC	*p*-Adjusted	
*Acer2*	1.66966	4.30 × 10^−9^	1.66688	3.14 × 10^−9^	alkaline ceramidase 2
*Acss1*	1.63399	0.00060	1.78190	0.00023	acyl-CoA synthetase short-chain family member 1
*Adora2a*	1.04996	0.00374	1.04944	0.01295	adenosine A2a receptor
*Aqp4*	1.99764	0.02221	2.03651	0.04934	aquaporin 4
*Hba-a1*	1.71166	0.00391	2.45445	1.08 × 10^−5^	hemoglobin alpha, adult chain 1
*Hbb*	1.76343	0.00642	2.62157	1.13 × 10^−5^	hemoglobin subunit beta
*Inhbb*	1.62991	0.00091	1.79615	0.00034	inhibin subunit beta B
*Ppp1r3c*	1.25889	0.00389	1.18808	0.01937	protein phosphatase 1, regulatory subunit 3C
*Prodh*	2.36806	0.00013	1.96116	0.00442	proline dehydrogenase
*Tmem252*	1.44794	0.00091	1.12137	0.03606	transmembrane protein 252
*Tp53i11*	1.18541	0.01490	1.43972	0.00680	tumor protein p53 inducible protein 11
*Vwf*	1.35910	0.00091	1.10128	0.02476	von Willebrand factor

Sedentary = Sed vs. CC-Sed. Exercise = Ex vs. CC-Ex.

**Table 3:** The most biologically significant DEGs in sedentary and exercised comparison.

		Symbol	Log2FC	Name
Sedentary	Upregulated	*Tnnc1*	4.06665	troponin C1, slow skeletal and cardiac type
		*Nr4a3*	4.00686	nuclear receptor subfamily 4, group A, member 3
		*Tpm3*	3.94351	tropomyosin 3
		*Tnni1*	3.89482	troponin T1, slow skeletal type
		*Myl3*	3.73428	myosin light chain 3
	Downregulated	*Runx1*	−1.74698	RUNX family transcription factor 1
		*Bhlhe41*	−1.37910	basic helix-loop-helix family, member e41
		*Slc25a30*	−1.36981	solute carrier family 25, member 30
		*Tnfrsf21*	−1.36134	TNF receptor superfamily member 21
		*Map3k14*	−1.34111	mitogen-activated protein kinase kinase kinase 14
Exercise	Upregulated	*Hbb*	2.62157	hemoglobin subunit beta
		*Hba-a1*	2.45445	hemoglobin alpha, adult chain 1
		*Hba-a3*	2.42841	hemoglobin alpha, adult chain 3
		*Aqp4*	2.03651	aquaporin 4
		*Prodh*	1.96115	proline dehydrogenase
	Downregulated	*Nrip3*	−2.62039	nuclear receptor interacting protein 3
		Egr1	−1.68517	early growth response 1

Sedentary = Sed vs. CC-Sed. Exercise = Ex vs. CC-Ex.

**Table 4:** List of significantly enriched GO terms in sedentary and exercise comparisons.

Sedentary				Exercise			
GO ID	Cellular Component	*p*-Adj	GeneID	GO ID	Cellular Component	*p*-Adj	GeneID
0005833	Hemoglobin complex	0.025	*Hba-a1/Hbb/Hba-a3*	0005833	Hemoglobin complex	0.000	*Hba-a1/Hbb/Hba-a3*
				0097386	Glial cell projection	0.000	*Aqp4/Glul*
**GO ID**	**Molecular Function**	***p*-Adj**	**GeneID**	**GO ID**	**Molecular Function**	***p*-Adj**	**GeneID**
0015645	fatty acid ligase activity	0.007	*Acsf2/Acss3/Acss1/Slc27a1*	0005344	oxygen carrier activity	0.000	*Hba-a1/Hbb/Hba-a3*
0016405	CoA-ligase activity	0.007	*Acsf2/Acss3/Acss1/Slc27a1*	0019825	oxygen binding	0.000	*Hba-a1/Hbb/Hba-a3*
0016878	acid-thiol ligase activity	0.007	*Acsf2/Acss3/Acss1/Slc27a1*	0004601	peroxidase activity	0.000	*Hba-a1/Hbb/Hba-a3*
0016877	ligase activity, forming carbon-sulfur bonds	0.019	*Acsf2/Acss3/Acss1/Slc27a1*	0016684	oxidoreductase activity, acting on peroxide as acceptor	0.000	*Hba-a1/Hbb/Hba-a3*
0004806	triglyceride lipase activity	0.029	*Lpl/Lipe/Pnpla2*	0016209	antioxidant activity	0.001	*Hba-a1/Hbb/Hba-a3*
0016411	acylglycerol O-acyltransferase activity	0.030	*Dgat2/Agpat2/Pnpla2*	0140104	molecular carrier activity	0.001	*Hba-a1/Hbb/Hba-a3*
0009975	cyclase activity	0.030	*Dglucy/Gucy2g/Npr2*	0020037	heme binding	0.006	*Hba-a1/Hbb/Hba-a3*
0008374	O-acyltransferase activity	0.030	*Gpam/Dgat2/Agpat2/Pnpla2*	0046906	tetrapyrrole binding	0.006	*Hba-a1/Hbb/Hba-a3*
0019825	oxygen binding	0.033	*Hba-a1/Hbb/Hba-a3*	0043177	organic acid binding	0.000	*Prodh/Hba-a1/Hbb/Hba-a3/Glul*
0005344	oxygen carrier activity	0.019	*Hba-a1/Hbb/Hba-a3*	0001664	G protein-coupled receptor binding	0.020	*Adora2a/Hba-a1/Hba-a3*
				0016597	amino acid binding	0.015	*Prodh/Glul*

GO: Gene Ontology. Sedentary = Sed vs. CC-Sed. Exercise = Ex vs. CC-Ex.

**Table 5:** Top 10 GO biological process enriched terms.

Sedentary Groups Comparison (S vs. CC-S)			
GO ID	Biological Process (BP)	*p*-Adj	GeneID
GO:0006631	fatty acid metabolic process	0.000	*Acsf2/Ephx1/Ppargc1a/Nr4a3/Acss1/Decr1/Eci1/Acot2/Acad11/Lpl/Acadl/* *Acaa2/Gpam/Dgat2/Ephx2/Slc27a1/Lipe/Plin5*
GO:0044242	cellular lipid catabolic process	0.000	*Pla2g4b/Acer2/Decr1/Eci1/Acad11/Lpl/Acadl/Acaa2/Cyp26b1/Lipe/Plin5/Pnpla2*
GO:0019395	fatty acid oxidation	0.000	*Ppargc1a/Nr4a3/Decr1/Eci1/Acad11/Acadl/Acaa2/Dgat2/Plin5*
GO:0016042	lipid catabolic process	0.000	*Pla2g4b/Acer2/Decr1/Eci1/Acot2/Acad11/Lpl/Acadl/Acaa2/Cyp26b1/Lipe/Plin5/Endou/Pnpla2*
GO:0046460	neutral lipid biosynthetic process	0.000	*Lpl/Gpam/Dgat2/Slc27a1/Agpat2/Plin5/Pnpla2*
GO:0046463	acylglycerol biosynthetic process	0.000	*Lpl/Gpam/Dgat2/Slc27a1/Agpat2/Plin5/Pnpla2*
GO:0034440	lipid oxidation	0.000	*Ppargc1a/Nr4a3/Decr1/Eci1/Acad11/Acadl/Acaa2/Dgat2/Plin5*
GO:0019216	regulation of lipid metabolic process	0.000	*Prox1/Ppargc1a/Nr4a3/Acadl/Fgf1/Gpam/Dgat2/Ephx2/Slc27a1/Golm1/Rorc/Plin5/Endou/Pnpla2*
GO:0019432	triglyceride biosynthetic process	0.000	*Lpl/Gpam/Dgat2/Slc27a1/Agpat2/Plin5*
GO:0090208	positive regulation of triglyceride metabolic process	0.001	*Gpam/Dgat2/Slc27a1/Plin5/Pnpla2*
**Exercise Groups Comparison** **(Ex vs. CC-Ex)**			
**GO ID**	**Biological Process (BP)**	***p*** **-Adj**	**GeneID**
GO:0015669	gas transport	0.000	*Aqp4/Hba-a1/Hbb/Hba-a3*
GO:0015670	carbon dioxide transport	0.000	*Aqp4/Hba-a1/Hbb*
GO:0015671	oxygen transport	0.000	*Hba-a1/Hbb/Hba-a3*
GO:0019755	one-carbon compound transport	0.000	*Aqp4/Hba-a1/Hbb*
GO:0042744	hydrogen peroxide catabolic process	0.000	*Hba-a1/Hbb/Hba-a3*
GO:0042743	hydrogen peroxide metabolic process	0.001	*Hba-a1/Hbb/Hba-a3*
GO:0098869	cellular oxidant detoxification	0.005	*Hba-a1/Hbb/Hba-a3*
GO:0009636	response to toxic substance	0.008	*Hba-a1/Hbb/Hba-a3/Inhbb*
GO:1990748	cellular detoxification	0.008	*Hba-a1/Hbb/Hba-a3*
GO:0034284	response to monosaccharide	0.009	*Aqp4/Egr1/Vwf/Glul*

GO: Gene Ontology. Sedentary = S vs. CC-S. Exercise = Ex vs. CC-Ex.

**Table 6:** Top three GO biological process enriched terms for ME.

ME	Biological Process	*p*-Adj
MEgrey	regulation of mitochondrial membrane potential	0.000788
	glial cell activation	0.010507
	negative regulation of amyloid fibril formation	0.014577
MEpink	mitochondrial membrane organization	0.039761
	inner mitochondrial membrane organization	0.043771
MEblue	purine ribonucleotide catabolic process	0.008092
	ribonucleotide catabolic process	0.008092
	purine nucleotide catabolic process	0.008092
MEbrown	transition between fast and slow fiber	0.000257
	skeletal muscle adaptation	0.000402
	regulation of skeletal muscle adaptation	0.000402
MEpurple	cell proliferation in external granule layer	0.007065
	cerebellar granule cell precursor proliferation	0.007065
	cell proliferation in hindbrain	0.007065
MEgreenyellow	microautophagy	0.013788
	protein refolding	0.013788
	snRNA processing	0.015794
MEsalmon	peripheral nervous system development	0.000392
	glial cell development	0.002722
	myelin assembly	0.002722
MEgreen	positive regulation of cell adhesion	1.51 × 10^−9^
	antigen processing and presentation of exogenous peptide antigen via MHC class II	9.66 × 10^−7^
	extracellular matrix organization	9.66 × 10^−7^
MEmidnightblue	defense response to virus	1.67 × 10^−25^
	response to virus	6.84 × 10^−24^
	antiviral innate immune response	8.36 × 10^−16^
MEyellow	aerobic respiration	2.17 × 10^−73^
	cellular respiration	3.31 × 10^−70^
	energy derivation by oxidation of organic compounds	2.21 × 10^−61^
MEturquoise	ribonucleoprotein complex biogenesis	2.24 × 10^−11^
	ribosome biogenesis	7.77 × 10^−8^
	rRNA metabolic process	1.41 × 10^−6^
MEcyan	regulation of circadian rhythm	0.000112
	rhythmic process	0.000112
	circadian rhythm	0.000133
MEmagenta	fatty acid oxidation	0.001356
	lipid oxidation	0.001356
	lipid modification	0.002489
MEblack	ribosome biogenesis	1.09 × 10^−33^
	ribonucleoprotein complex biogenesis	3.39 × 10^−33^
	ribosomal small subunit biogenesis	4.85 × 10^−33^

GO: Gene Ontology; ME: Module eigengene.

**Table 7:** Overlap between DEGs and Highly Connected Module Genes (kME > 0.8).

ME	Groups	Overlapping DEGs
MEpink	Sedentary	*Aldoc/Nrbp2/Slc25a30/Vwf/Prodh*
	Exercise	*Vwf/Prodh*
MEblue	Sedentary	*Spsb1/Maff/Pnpla2/Plim3/Galnt15*
	Exercise	*-*
MEbrown	Sedentary	*Lpl/Slc2a13/Ccdc8/Agpat2/Fgf1/Atp2a2/Smtnl1/Prox1/Ldhb/Acsf2/Rps6ka5/Dixdc1/Tpm3/Npr2/Tpd52l1/Tnnc1/Adamtsl4/Klhl34/Slc27a1/Kremen1/Tnni1/Nnt/Myl3/Gpam/Ift81/Decr1/Rerg/Eci1/Fgfrl1*
	Exercise	*-*
MEyellow	Sedentary	*Vegfa*
	Exercise	*-*
MEturquoise	Sedentary	*Ptpn3/Cep85l/Fbxo32*
	Exercise	*-*
MEmagenta	Sedentary	*Tns1/Rorc/Acad11/Golm1/Sdc4/Dgat2*
	Exercise	*-*

ME: Module eigengene; DEGs: differentially expressed genes.

## Data Availability

Transcriptome data can be found in GEO ID under accession number GSE298775 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE298775, accessed on 30 May 2025). Additional data in this review can be obtained upon request of the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms26136525/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

BPs	Biological Processes
CC	Cardiac cachexia
CC-Ex	Cardiac cachexia exercise group
CC-Sed	Cardiac cachexia sedentary group
DEG	Differentially expressed genes
Ex	Control exercise group
GO	Gene ontology
HF	Heart failure
KEGG	Kyoto Encyclopedia of Gene and Genomes
ME	Module eigengene
RV	Right ventricle
Sed	Control sedentary group
RIN	RNA integrity numbers
RNA-seq	RNA sequence
WGCNA	Weighted gene co-expression network analysis

How the deposited data were processed for this re-analysis (not part of the article)

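RNA from the medial gastrocnemius muscle of 24 rats was sequenced, 6 in each of the groups Sed, Ex, CC-Sed and CC-Ex. The CC groups received monocrotaline and the control groups saline, and the Ex and CC-Ex groups trained on a treadmill. The group and the replicate number of each library were taken from the sample labels. The authors trimmed the reads, quantified them with Salmon on the rat transcriptome and summed the transcript estimates to genes with tximport. The deposited table holds these estimated counts, not scaled for library size. Its values are whole numbers and none is below 10, so the rounding and a filter on low counts were already part of the deposited table. Reads were not mapped again. Animals were not pooled.

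Total counts per rat lay between 37816239 and 50350554, and 10851 genes were in the table. The limit on precision was the difference between animals, as the common biological coefficient of variation over all groups was 0.283. It is a single value for all genes, unlike the medians given for each group. An exact test of 6 against 6 rats rests on 924 arrangements and cannot give a two-sided p-value under 0.00216.

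Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered by expression within groups, which removed none of them, and library sizes were scaled by TMM. A quasi-likelihood model of the 4 groups was fitted to the 24 rats, and the contrasts Sed vs. CC-Sed, Ex vs. CC-Ex, CC-Sed vs. CC-Ex, Sed vs. Ex and the interaction were tested over all genes with Benjamini-Hochberg adjustment. Following the paper's criteria, a DEG had an adjusted p-value under 0.05 and a Log2FC of at least 1 in size. The standard error of a Log2FC was taken as its size divided by the square root of the F statistic. On simulated data with 200 changed genes among 10851, the edgeR model recovered 196 of them with 3 false calls. On the same data DESeq2 recovered 197 with 6 false calls, and limma-voom recovered 196 with 2 false calls. The changed genes had a mean Log2FC of 2.03 in size, above the minimum of 1, and all groups shared the same spread. Genes were simulated independently and without outlying rats. The simulation therefore does not give the power or the false calls for smaller changes or for the unequal spread of the real groups.

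For the gene lists, log2 CPM values with a prior count of 2 were averaged in each rat over the 28 lipid-metabolism genes of Table 5, over 5 slow-fibre genes named by the paper, and over the 131 upregulated and 14 downregulated sedentary genes of Table S1. Group means were compared with two-sided exact permutation tests. The difference between the sedentary and exercised effects was tested by permuting the training labels within the saline and within the monocrotaline rats. For MEbrown and MEblue, the eigengene was the leading component of the standardized log2 CPM of the genes in Table S3, oriented along their mean expression. The other modules were not analysed here, and neither were the morphometric measures, the RT-qPCR values and the GO and KEGG annotation.

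Genes named in the text were chosen by a rule set before the data were examined. It admits every gene that the paper names in its text or in Tables 2, 3, 4, 5 or 7, the 5 DEGs with the largest increase and the 5 with the largest decrease in each contrast, the 5 genes with the smallest interaction p-value, and lists of cell-type and pathway markers. Marker sets with fewer than 80% of their genes in the table were treated as unable to decide a question. These were the slow-fibre, fast-fibre, adipocyte, erythroid, immediate-early and endothelial markers and the Dbp-phase clock genes.

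The alternatives set before the data were examined were DESeq2 1.42.0 size factors with its Wald test, upper-quartile normalization, no filter, a minimum of 10 counts in every rat, only the 12 rats of a comparison, the replicate number as a block, the library number as a covariate, the hemoglobin genes left out, limma-voom with sample quality weights (limma 3.58.1), a slow-fibre marker score as a covariate, the adjusted p-value alone as the criterion, another prior count, variance-stabilized values, genes with a listed kME above 0.8, and each rat left out in turn. The replicate numbers come from the labels and join different animals. The paper's methods name no pairing, so the main model had no block. For every count of genes, the real groups were compared with other splits of the same rats that also part the same-numbered rats.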

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

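The tests of the first principal component and of the slow-fibre genes within groups, and the splits for the shared genes, were chosen only after the result was seen. The other tests named in this part were set before. Each group of 6 rats was examined for a rat far from the others, by the gap to its nearest neighbour as a share of the range of the group. Among 200 groups examined, 20 held such a rat, where about 10 would by chance.

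On the first principal component, Sed replicate 5 (gap of 0.707 of the range) and CC-Ex replicate 5 (0.704) were far above the other rats of their groups. CC-Ex replicate 5 was also far above the other CC-Ex rats for Tnfrsf21 (0.708), Map3k14 (0.687) and Nrip3 (0.888), and Sed replicate 5 far above the other Sed rats for Map3k14 (0.733). Among the 12 CC rats, the component was not detectably related to total counts (permutation p = 0.811), to the library number (permutation p = 0.368) or to the slow-fibre genes (permutation p = 0.249). It was related to markers of muscle atrophy and of glucocorticoid response, with a largest permutation p of 0.00011 with and without CC-Ex replicate 5. A difference between rats in the severity of atrophy or in stress hormones is therefore a candidate explanation, found and tested on the same rats.

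Ex replicate 1 was far below the other Ex rats for Tnnc1 (gap of 0.659), Tnni1 (0.671) and Myl3 (0.674), and far above them for Prodh (0.640). The 3 slow-fibre genes move together, so that they count as a single observation. A piece of muscle with fewer slow fibres is a candidate explanation. The test for it was an inverse relation of slow-fibre and fast-fibre genes within each group. The relation was inverse in Ex (r = -0.31, two-sided exact permutation p = 0.50) and CC-Sed (r = -0.37, two-sided exact permutation p = 0.485), and positive in CC-Ex (r = 0.37, two-sided exact permutation p = 0.451) and in Sed (r = 0.58, two-sided exact permutation p = 0.240, the smallest of the 4 groups). With 6 of 8 fast-fibre markers in the table, the fibre composition cannot be told apart from other reasons.

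Sed replicate 5 was far below the other Sed rats for Hbb (0.724), Hba-a1 (0.820) and Hba-a3 (0.692). Less blood in this piece of muscle could give this pattern. As 0 of 8 erythroid markers other than hemoglobin were analysed here, the pattern cannot be told apart from residual blood.

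Single rats also lay far from their groups for Slc25a30 (CC-Ex replicate 4 highest, gap of 0.789), Dgat2 (CC-Ex replicate 4 lowest, 0.688), Gpam (Ex replicate 4 highest, 0.662), Socs2 (Sed replicate 3 highest, 0.734), Hopx (Sed replicate 3 highest, 0.666) and Acer2 (Sed replicate 1 highest, 0.634, and CC-Sed replicate 4 lowest, 0.717). No explanation, technical or biological, was tested for these.

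The effect of CC differed between sedentary and exercised rats for Nr4a3, by 2.95 on the log2 scale (edgeR unadjusted p = 0.00734; two-sided exact permutation p = 0.126), and for Dgat2, by 1.44 (edgeR unadjusted p = 0.00806; two-sided exact permutation p = 0.0261). These are 2 of the 38 genes tested for an interaction among those named, where 1.9 would fall under 0.05 by chance, and neither passed the adjustment over all genes. Total counts were not detectably different between Sed and CC-Sed (two-sided exact permutation p = 0.526), Ex and CC-Ex (0.340), CC-Sed and CC-Ex (0.297) or Sed and Ex (0.732), which does not exclude a part played by library size. Training is a biological explanation that the design offers. For Nr4a3 it cannot be told apart from a selection among many genes. Dgat2 is also 1 of the 3 genes that the paper measured by RT-qPCR. There the paper reports a significant interaction for Dgat2 alone, and a difference between CC-Sed and CC-Ex. In the counts, over these 3 genes, the adjusted p of Dgat2 was 0.0242 in edgeR and 0.0783 in the exact permutation test. From the counts alone, training remains a hypothesis for it.

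Outside the genes of Table S1, 140 genes were DEGs between Sed and CC-Sed and 50 between Ex and CC-Ex. For the sedentary comparison, 1 of 32 splits of the 12 rats gave as many DEGs as the real groups, which was the real split itself. For the exercised comparison, 2 of 32 splits did, a share above 0.05. They were the real split and the split that exchanges only the rats of replicate 4 (123 DEGs) and so keeps most of the real groups, and the other splits gave 14 DEGs or fewer. For the 40 shared DEGs, 1 of 100 splits gave as many, the real one. Other splits keep same-numbered rats on the same side and were not used. CC itself, library size (exact permutation p = 0.526 in sedentary rats) and the mixture of fibre types were weighed for the sedentary genes. With the slow-fibre score as a covariate, 159 of the 203 sedentary DEGs (a share of 0.783) were still called, but with 3 of 7 markers in the table this test cannot exclude a change in fibre types.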

How the results depend on the processing

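All alternatives were set before the data were examined, except the models with the first principal component as a covariate, which were chosen after seeing the data. The filters on low counts (none, or at least 10 counts in every rat) removed no gene that was tested, so that they show no stability. The cause of the changes reported in this part was not tested. With the depth of these libraries, differences between rats and not counting limit the results.

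The count of DEGs between Sed and CC-Sed (203) was 318 with DESeq2, 383 with limma-voom and 701 with the adjusted p-value alone, and 51 in edgeR and 148 in DESeq2 with the first principal component. With the replicate block it was 172, where same-numbered Sed and CC-Sed rats had a mean correlation of 0.095. The count lay from 73 to 404 across the 12 fits that each left out 1 rat. Each of the alternatives gave more upregulated than downregulated DEGs.

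The count between Ex and CC-Ex (57) changed under more of the alternatives. It was 214 with DESeq2, 133 with limma-voom, 108 with the adjusted p-value alone, 36 with the library number, 20 with upper-quartile normalization, 1 with only the 12 exercised rats and 1 with the replicate block. It was 4 in edgeR and 19 in DESeq2 with the first principal component. Across the 12 fits that each left out 1 rat it lay from 2 to 251. The 40 shared DEGs became 137 with DESeq2, 107 with limma-voom, 79 with the adjusted p-value alone, 18 with upper-quartile normalization, 1 with only the rats of each comparison, 1 with the block, 2 in edgeR and 12 in DESeq2 with the first principal component, and lay from 2 to 146 across 24 fits that left out a rat. The sedentary count was larger than the exercised count under each of the alternatives that keep all rats. For the interaction (154 genes at an unadjusted p under 0.05), CC-Sed vs. CC-Ex (234) and Sed vs. Ex (118), the count of DEGs was 0 under each alternative and in each fit that left out a rat. The unadjusted counts were less stable. In the fits that left out a rat they lay from 117 to 489 for the interaction and from 141 to 1491 for CC-Sed vs. CC-Ex. For Sed vs. Ex they lay from 75 to 191. The counts of 489 and 1491 were those without CC-Ex replicate 5.

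The lipid list and the list of upregulated genes passed 0.05 between Ex and CC-Ex after adjustment for the slow-fibre marker score. Their mean changes were 0.63 and 0.60 (two-sided permutation p = 0.00217 for each). The same adjustment reversed the slow-fibre list in exercised rats, to 0.097 (two-sided permutation p = 0.855). The slope of the adjustment was fitted with the real groups and not fitted again in the permutations. These p-values are therefore not exact and can be too small. The slow-fibre marker score rests on 3 of 7 markers. In the fits that left out a rat, the lipid list lay from 1.18 to 1.56 in sedentary rats, from 0.27 to 0.59 in exercised rats and from 0.74 to 1.15 for their difference, which passed 0.05 in 5 of 24 fits. The slow-fibre list lay from 1.33 to 2.61 in sedentary rats, from -1.73 to 0.073 in exercised rats and from 1.76 to 3.56 for the difference, and passed 0.05 in 1 of 12 sedentary fits. For the upregulated list these ranges were from 1.05 to 1.36, from 0.26 to 0.58 and from 0.59 to 0.97, and for the downregulated list from -1.25 to -1.10, from -0.90 to -0.72 and from -0.46 to -0.28, the difference passing 0.05 in 1 and 3 of 24 fits.

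The MEbrown difference between Sed and CC-Sed was -1.19 with the genes of kME above 0.8 (two-sided exact permutation p = 0.0649) and lay from -1.56 to -1.04 in the fits that left out a rat, with an exact permutation p of 0.05 or more in 9 of 12. In exercised rats it lay from -0.54 to 0.083. The MEblue difference in exercised rats was -0.98 with the replicate block (two-sided exact p = 0.125 on pairs) and lay from -1.28 to -0.63 without single rats, with an exact permutation p of 0.05 or more in 10 of 12 of these fits. In sedentary rats the MEblue difference lay from -1.76 to -1.25.

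Several named genes reversed in exercised rats. With the replicate block the Log2FC was 0.16 for Tnni1, 0.17 for Myl3, -0.015 for Runx1 and -0.037 for Tnfrsf21. With the library number it was 0.14 for Tnni1 and 0.39 for Myl3. With limma-voom it was 0.36 for Tnni1, 0.45 for Myl3, -0.29 for Runx1, -0.77 for Tnfrsf21, -0.15 for Map3k14, -0.25 for Nrip3 and 0.18 for Gpam. With the slow-fibre score it was 0.16 for Myl3 and -0.076 for Runx1, and with upper-quartile normalization -0.11 for Runx1. With the first principal component, in edgeR and in DESeq2, it was 1.23 and 1.25 for Tnni1, 1.32 and 1.34 for Myl3, -1.49 and -1.46 for Runx1, -0.86 and -0.85 for Tnfrsf21, -0.79 and -0.78 for Map3k14, -3.06 and -2.70 for Nrip3, and 0.16 and 0.17 for Gpam.

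In sedentary rats, Runx1 reversed to 0.045 with the block, 0.26 with the library number, 0.00133 with limma-voom and 0.20 with the slow-fibre score. Hba-a3 reversed to -0.0299 with limma-voom, and Nrip3 to -1.82 and -1.81 with the first principal component in edgeR and in DESeq2. In fits that left out a rat, the sedentary Log2FC lay from -0.63 to 0.91 for Runx1, from -0.65 to 0.0801 for Map3k14 and from -0.0298 to 0.68 for Hba-a3. The exercised Log2FC lay from -0.043 to 1.01 for Tnnc1, from -0.46 to 0.52 for Tnni1, from -0.14 to 0.85 for Tpm3, from -0.39 to 0.47 for Myl3, from -0.053 to 0.54 for Atp2a2, from -0.56 to 0.31 for Runx1, from -0.74 to 0.63 for Tnfrsf21, from -0.26 to 0.51 for Map3k14, from -1.24 to 3.75 for Nrip3, from -0.47 to 0.18 for Gpam, from -0.32 to 0.35 for Ppargc1a and from -0.0904 to 0.76 for Plin5. Over the values of named genes under the alternatives set before, without the filters and the fits that left out a rat, 529 kept their direction and side of the threshold, 25 newly passed it, 27 no longer did and 21 reversed. In the fits that left out a rat these numbers were 788, 10, 85 and 29. Of the 529 values, 70 came from the fit without the hemoglobin genes. Those genes hold a small share of all counts, so that this fit says little about stability.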

Differences from the paper's values

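The paper reports 14 downregulated DEGs between Sed and CC-Sed, against 53 here. Of the alternatives set before the data were examined, the fits without Sed replicate 2 (16), without CC-Sed replicate 1 (17) and without CC-Sed replicate 6 (13) came within 1.5 times the paper's count, and the others did not. Between Ex and CC-Ex, the paper's counts are 16 upregulated and 2 downregulated DEGs, 18 in total, against 48, 9 and 57 here. The paper has 13 shared DEGs, against 40 here. Upper-quartile normalization gave 18 upregulated and 2 downregulated exercised DEGs, 20 in total, and 18 shared DEGs, and none of the other alternatives set before the data were examined came within 1.5 times any of these 4 counts of the paper. DESeq2 with the first principal component of the log2 CPM as a covariate, which was chosen after seeing the values, gave 13 downregulated sedentary DEGs, 16 upregulated and 3 downregulated exercised DEGs, 19 in total, and 12 shared DEGs.

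Of the 145 sedentary DEGs of Table S1, 63 were DEGs here in the paper's direction, and of its 18 exercised DEGs, 7 were. These numbers were 70 and 10 with DESeq2, 70 and 13 with limma-voom, 66 and 1 with only the rats of each comparison, 64 and 4 with the library number, 55 and 8 with the slow-fibre score, 69 and 7 with the adjusted p-value alone, 57 and 5 with upper-quartile normalization and 56 and 1 with the replicate block. They lay from 49 to 73 and from 2 to 8 in the fits that left out a rat. With the first principal component as a covariate, chosen after seeing the values, they were 49 and 4 in edgeR and 142 and 16 in DESeq2.

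For 25 of 33 named genes, the sedentary Log2FC differed from that of Table S1 by more than the larger of the standard errors here and in Table S1. For 16 of them, no alternative set before the data were examined closed the gap, and for Atp2a2, Acad11 and Agpat2, in the list that follows, only the fits named did. The list holds Atp2a2 (1.13 here, the paper's 1.745; 1.30 without Sed replicate 1), Runx1 (-0.13, the paper's -1.747), Map3k14 (-0.30, the paper's -1.341), Ppargc1a (1.10, the paper's 1.897), Fbxo32 (2.62, the paper's 1.178), Acss1 (1.06, the paper's 1.634), Acer2 (2.17, the paper's 1.67), Tnni1 (1.64, the paper's 3.895), Acad11 (1.73, the paper's 1.312; 1.55 without CC-Sed replicate 6), Tnfrsf21 (-0.63, the paper's -1.361), Aqp4 (0.69, the paper's 1.998), Tpm3 (1.97, the paper's 3.944), Agpat2 (1.47, the paper's 2.361; 1.84 without Sed replicate 1 and 1.70 without CC-Sed replicate 2), Myl3 (1.70, the paper's 3.734), Hba-a1 (0.68, the paper's 1.712), Hbb (0.69, the paper's 1.763), Hba-a3 (0.50, the paper's 1.515), Ddit4 (2.85, the paper's 1.844) and Pnpla2 (2.15, the paper's 1.234).

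The other sedentary genes had an alternative, set before the data were examined, under which the Log2FC fell within the error. These were Slc25a30 (-1.84 here, the paper's -1.37; -1.71 with the slow-fibre score), Lpl (1.51, the paper's 2.283; 1.64 with the replicate block), Gpam (0.95, the paper's 1.368; 0.99 with the library number), Slc27a1 (1.22, the paper's 1.694; 1.25 with the block), Tnnc1 (2.01, the paper's 4.067; 2.48 with the block) and Inhbb (2.03, the paper's 1.63; 1.94 with upper-quartile normalization, 1.89 with limma-voom and 1.96 with the slow-fibre score). Fits that left out a rat also did so, 6 of 12 for Slc25a30, 4 for Lpl, 6 for Gpam, 7 for Slc27a1 and 2 for Inhbb. The remaining alternatives did not.

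In exercised rats, 9 of 12 named genes differed in the same way. No alternative set before the data were examined closed the gap for Acer2 (2.14 here, the paper's 1.667), Nrip3 (2.83, the paper's -2.62), Hba-a1 (1.43, the paper's 2.454), Hbb (1.53, the paper's 2.622) and Hba-a3 (1.40, the paper's 2.428). For Acss1 (1.30, the paper's 1.782), limma-voom (1.62) and 3 of 12 fits that left out a rat did so, for Aqp4 (1.02, the paper's 2.037) limma-voom (1.47), and for Glul (1.78, the paper's 1.29) limma-voom (1.52) and the fit without CC-Ex replicate 5 (1.57). For Inhbb (2.17, the paper's 1.796), upper-quartile normalization (2.08), only the 12 exercised rats (2.17, with a larger standard error), the replicate block (2.11), limma-voom (2.05) and 6 of 12 fits that left out a rat did so. The remaining alternatives did not. The models with the first principal component as a covariate, in edgeR and in DESeq2, were chosen after seeing the values and brought each of these sedentary and exercised Log2FC values within the error of the paper's.

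Some settings called genes that the paper calls and that were not DEGs with the model of the 4 groups. DESeq2 called Acss1 in both comparisons (1.04, adjusted p = 0.03; 1.30, adjusted p = 0.00965), Slc27a1 in sedentary rats (1.20, adjusted p = 0.0491) and Egr1 in exercised rats (-1.38, adjusted p = 0.0328). With limma-voom, Acss1 in both comparisons (1.12 and 1.62), Plin5 in sedentary rats (1.46) and Hbb (1.76), Hba-a1 (1.67) and Hba-a3 (1.65) in exercised rats were DEGs. Acss1 was also called with only the 12 sedentary rats (1.05), and in exercised rats with the slow-fibre score (1.32) and without CC-Ex replicate 1 (1.33) or 4 (1.44), and Slc27a1 without CC-Sed replicate 2 (1.41). The adjusted p-value of Tnfrsf21 was under 0.05 with limma-voom (-0.72) and with only the 12 sedentary rats (-0.64), and that of Lpl with the slow-fibre score (0.74), at a Log2FC below 1 in size. The models with the first principal component were chosen after seeing the values, and in edgeR this model called Atp2a2 (1.80), Tnfrsf21 (-1.37), Map3k14 (-1.34), Ppargc1a (1.93), Acss1 (1.68) and Hba-a1 (1.77) in sedentary rats and Hbb (2.65), Hba-a1 (2.49) and Hba-a3 (2.46) in exercised rats. The same covariate in DESeq2, also chosen after seeing the values, called these genes and, in sedentary rats, Tnnc1 (4.12), Tnni1 (3.96), Tpm3 (3.86), Myl3 (3.78), Runx1 (-1.76), Hbb (1.81), Hba-a3 (1.56), Aqp4 (2.03), Lpl (2.32), Gpam (1.39), Agpat2 (2.40), Slc27a1 (1.73) and Plin5 (1.55), and in exercised rats Aqp4 (2.06), Egr1 (-1.69), Acss1 (1.80) and Nrip3 (-2.70, adjusted p = 0.0289).

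The size of the kME of Lpl in MEbrown was 0.965 here, against the paper's 0.952621, and this value was not computed under the alternatives set before the data were examined. All kME values that the paper lists for MEbrown and MEblue are positive (the paper's lowest are 0.37077 and 0.285714), whereas 290 of 810 and 466 of 1460 genes had a negative kME here. Above 0.8 in size were 179 MEbrown genes here and 210 in the paper, 164 of them in both, and 714 MEblue genes here and 728 in the paper, 689 of them in both. Across genes, which are not independent, the sizes had a correlation of 0.918 in MEbrown and 0.952 in MEblue.

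The paper places slow-fibre genes and Nr4a3 at the top of the upregulated sedentary genes, and hemoglobin genes at the top in exercised rats. Here Mt2A led in both (Log2FC 5.28 and 6.56), although it was a DEG in 6 of 12 sedentary and 4 of 12 exercised fits that left out a rat, and Tnnc1 (edgeR adjusted p = 0.318) and Hbb in exercised rats (edgeR adjusted p = 0.129) were not DEGs. The paper describes the overlapping DEGs as gas transport genes. Among the 40 shared DEGs here, 0 were hemoglobin genes, of which Hbb, Hba-a1 and Hba-a3 had an unadjusted p-value under 0.05 in exercised rats only. Fbxo32 and Acad11 are changed in sedentary rats alone according to the paper, and here they were DEGs in exercised rats too (3.02, edgeR adjusted p = 0.0329; 1.28, edgeR adjusted p = 0.0325). This held in 4 of 12 fits that left out a rat for Fbxo32 and in 2 of 12 for Acad11, and for neither with the replicate block or with only the 12 exercised rats. The paper lists Nrip3 as downregulated in CC-Ex, whereas its Log2FC was 2.83 here (edgeR adjusted p = 0.210). Runx1 is a downregulated gene of the paper, with a Log2FC of -0.13 here (edgeR adjusted p = 0.920).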

Other observations

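The tests of the first principal component, of the covariates behind Table S1 and of the exchange of rats, and the splits between CC-Sed and CC-Ex and between Sed and Ex, were chosen only after the result was seen. The others in this part were set before. Genes with an interaction, and genes that differ between CC-Sed and CC-Ex or between Sed and Ex, numbered 0 at an adjusted p-value under 0.05, and 154, 234 and 118 at an unadjusted p-value under 0.05. As many unadjusted genes as these, or more, were found in 90 of 100 splits for the interaction, in 31 of 32 for CC-Sed vs. CC-Ex and in 18 of 32 for Sed vs. Ex. Such numbers, counted with all rats, therefore arise without a training effect. Without CC-Ex replicate 5 the counts were 489 for the interaction and 1491 for CC-Sed vs. CC-Ex. Without CC-Sed replicate 6 they were 117 and 141. No splits were made without single rats, so that the origin of the larger counts is open. The splits used part the same-numbered rats, and other splits, which keep these rats together, were not used.

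Several explanations were tested for the larger number of DEGs in the sedentary comparison. Of the paper's 145 sedentary DEGs, a share of 0.8 moved the same way in both comparisons, and 114 of them moved the paper's way in exercised rats. The mean size of their Log2FC in exercised rats was 0.501 of that in sedentary rats. Both values lie at the border set for the explanation that the same genes change and fall on either side of the threshold (a share over 0.8 and a ratio of at least 0.5). As these genes were chosen for their change in sedentary rats, a smaller change in exercised rats follows in part from the choice, and the test cannot decide. Of the 203 sedentary DEGs here, which were chosen in the same way, 200 moved the same way in exercised rats, 169 with an unadjusted p-value under 0.05. Among the 145 genes of the paper, 15 had an unadjusted interaction p-value under 0.05, and 0 passed the adjustment within the list (smallest edgeR adjusted p = 0.368). The spread among exercised rats was 1.15 times that among sedentary rats (median biological coefficients of variation 0.233 and 0.203), below the ratio of 1.2 set for it to count. The counts nevertheless depended on the spread and on single rats, with 260 sedentary and 1 exercised DEGs when each comparison had only its own 12 rats, and 251 exercised DEGs without CC-Ex replicate 4, so that spread among the exercised rats is not excluded. Total counts were not detectably different between Sed and CC-Sed (two-sided exact permutation p = 0.526). With the slow-fibre score as a covariate, a share of 0.783 of the sedentary DEGs was still called, but the score rests on 3 of 7 markers. A weaker CC effect in trained rats remains as a hypothesis, as do fibre-type composition, spread among the exercised rats and the same genes on either side of the threshold.

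The higher lipid-metabolism genes in CC-Sed were set against adipocytes in the muscle piece and against fibre types. The mean of the adipocyte markers fell by 0.245 in CC-Sed (two-sided exact permutation p = 0.509), the direction opposite to that explanation, but only 3 of 8 markers were in the table, so that adipocytes are not excluded. After adjustment for the slow-fibre score, a share of 0.758 of the difference in the lipid list was left, again with 3 of 7 markers. For the higher hemoglobin genes in CC rats, blood in the muscle could be a source, and with 0 of 8 other erythroid markers analysed here the pattern cannot be told apart from it.

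The clock genes of the Bmal1 phase were 0.991 higher in CC-Sed (two-sided exact permutation p = 0.00217, adjusted p = 0.0325 over 30 marker tests, 6 of 6 rats above the Sed median) and 1.01 higher in CC-Ex (two-sided exact permutation p = 0.0173, adjusted p = 0.0974, 6 of 6 rats). Those of the opposite, Dbp phase fell by 0.593 in CC-Sed (two-sided exact permutation p = 0.0498, adjusted p = 0.166, 0 of 6 rats above the Sed median) and by 0.577 in CC-Ex (two-sided exact permutation p = 0.0390, adjusted p = 0.146). A time of collection that differed between saline and CC rats could give this pattern, and so could a change of the muscle clock in CC. The Dbp-phase set holds 6 of 8 genes, and the time of collection was not analysed here, so that these cannot be told apart.

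The Log2FC values of Table S1 were compared with those of DESeq2 on the 4 groups, with root-mean-square differences of 0.761 in sedentary and 1.41 in exercised rats. With the first principal component as a covariate these were 0.0294 and 0.0259, and the larger ratio to the difference without it was 0.0386. Components 2 to 5, each as the covariate, left differences from 0.764 to 1.62. Exchanges of rats between groups, sought from 21 starts, left at least 0.311 and 0.334, above the 0.1 set for this explanation. A covariate near the first principal component in the model of Table S1 is therefore a candidate explanation of the differences, found by search on the same data. The paper's methods name no such covariate.

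The first principal component itself was 38.5 units higher in CC-Sed than in Sed and 37.4 units higher in CC-Ex than in Ex (two-sided exact permutation p = 0.00433 for each), so that a model with this covariate also removes part of the CC effect. Among the 12 CC rats, it followed the markers of atrophy (r = 0.975) and of glucocorticoid response (r = 0.957), computed with the marker genes left out of the component. The adjusted p-value over 24 relations was 0.00012 for both, and 1e-05 before adjustment is the smallest that the permutations can give. Without CC-Ex replicate 5 the correlations were 0.971 and 0.933 (largest permutation p = 0.00011), and without the 2 farthest rats 0.958 and 0.939. Endothelial markers were inversely related (r = -0.82, adjusted p = 0.0088), with 6 of 8 markers in the table. Total counts (r = -0.0776, permutation p = 0.811), the library number (r = 0.287, permutation p = 0.368) and the slow-fibre genes (r = -0.36, permutation p = 0.249) were not detectably related to it in CC rats. Fast-fibre markers, with 6 of 8 in the table, had r = -0.60 in CC rats (permutation p = 0.0372, adjusted p = 0.119). Denervation markers had r = 0.64 (permutation p = 0.0255, adjusted p = 0.102). Without CC-Ex replicate 5 these were r = -0.56 and r = 0.80 (permutation p = 0.0741 and 0.00321). Fibre types and denervation are therefore not excluded. In the 12 saline rats the slow-fibre genes were related to the component (r = -0.75, permutation p = 0.00255, adjusted p = 0.0153), but less so without the 2 farthest rats (r = -0.49). The atrophy markers also followed the component in the saline rats (r = 0.809, permutation p = 0.00429, adjusted p = 0.0206), but less so without the 2 farthest rats (r = 0.28). The component may thus reflect how far atrophy and a glucocorticoid response had gone in each CC rat. This is a hypothesis from the same rats, and the relation to atrophy markers is not confined to CC.

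The atrophy markers were 1.25 higher in CC-Sed (two-sided exact permutation p = 0.00433, adjusted p = 0.0433 over 30 marker tests, 6 of 6 rats above the Sed median) and 1.06 higher in CC-Ex (two-sided exact permutation p = 0.00649, adjusted p = 0.0487, 6 of 6 rats). The glucocorticoid-responsive markers were 1.45 higher in CC-Sed (two-sided exact permutation p = 0.00217, adjusted p = 0.0325, 6 of 6 rats) and 1.28 higher in CC-Ex (two-sided exact permutation p = 0.0195, adjusted p = 0.0974, 5 of 6 rats). The effects of CC in sedentary and in exercised rats differed by 0.193 for atrophy (two-sided exact permutation p = 0.721) and by 0.17 for the glucocorticoid response (two-sided exact permutation p = 0.771). No biological explanation beyond CC was tested for these scores.

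Of the genes that the paper measured by RT-qPCR, Dgat2 had an effect of CC that was 1.44 larger in sedentary than in exercised rats (two-sided exact permutation p = 0.0261, adjusted p = 0.0783 over the 3 genes; edgeR adjusted p = 0.0242 over the 3 genes). Its expression was lower in CC-Ex than in CC-Sed (Log2FC -0.94, two-sided exact permutation p = 0.0368). For Lpl and Pnpla2 the effect was 0.82 and 0.60 larger in sedentary rats (two-sided exact permutation p = 0.263 and 0.208; edgeR adjusted p = 0.333 for each). None of these passed the adjustment over all genes. By RT-qPCR, whose values were not analysed here, the paper reports a significant interaction for Dgat2 only.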
